# Lactobacillus plantarum MB452 enhances the function of the intestinal barrier by increasing the expression levels of genes involved in tight junction formation

**DOI:** 10.1186/1471-2180-10-316

**Published:** 2010-12-09

**Authors:** Rachel C Anderson, Adrian L Cookson, Warren C McNabb, Zaneta Park, Mark J McCann, William J Kelly, Nicole C Roy

## Abstract

**Background:**

Intestinal barrier function is important for preserving health, as a compromised barrier allows antigen entry and can induce inflammatory diseases. Probiotic bacteria can play a role in enhancing intestinal barrier function; however, the mechanisms are not fully understood. Existing studies have focused on the ability of probiotics to prevent alterations to tight junctions in disease models, and have been restricted to a few tight junction bridging proteins. No studies have previously investigated the effect of probiotic bacteria on healthy intestinal epithelial cell genes involved in the whole tight junction signalling pathway, including those encoding for bridging, plaque and dual location tight junction proteins. Alteration of tight junction signalling in healthy humans is a potential mechanism that could lead to the strengthening of the intestinal barrier, resulting in limiting the ability of antigens to enter the body and potentially triggering undesirable immune responses.

**Results:**

The effect of *Lactobacillus plantarum *MB452 on tight junction integrity was determined by measuring trans-epithelial electrical resistance (TEER) across Caco-2 cell layers. *L. plantarum *MB452 caused a dose-dependent TEER increase across Caco-2 cell monolayers compared to control medium. Gene expression was compared in Caco-2 cells untreated or treated with *L. plantarum *MB452 for 10 hours. Caco-2 cell RNA was hybridised to human oligonucleotide arrays. Data was analysed using linear models and differently expressed genes were examined using pathway analysis tools. Nineteen tight junction-related genes had altered expression levels in response to *L. plantarum *MB452 (modified-P < 0.05, fold-change > 1.2), including those encoding occludin and its associated plaque proteins that anchor it to the cytoskeleton. *L. plantarum *MB452 also caused changes in tubulin and proteasome gene expression levels which may be linked to intestinal barrier function. Caco-2 tight junctions were visualised by fluorescent microscopy of immuno-stained occludin, zona occludens (ZO)-1, ZO-2 and cingulin. Caco-2 cells treated with *L. plantarum *MB452 had higher intensity fluorescence of each of the four tight junction proteins compared to untreated controls.

**Conclusions:**

This research indicates that enhancing the expression of genes involved in tight junction signalling is a possible mechanism by which *L. plantarum *MB452 improves intestinal barrier function.

## Background

The intestinal barrier is the largest interface between man and the external environment, and the maintenance of its integrity has an important role in preserving health. When intestinal barrier function is compromised, it can become "leaky" allowing pathogens and toxins to enter the body. The function of the intestinal barrier is compromised in human conditions such as Inflammatory Bowel Diseases (Crohn's Disease and Ulcerative Colitis) [1], Irritable Bowel Syndrome [2] and some kinds of food-borne infections [3]. Moreover, intestinal barrier function can be temporarily impaired during times of stress [4] and it inevitably deteriorates with aging [5]. In addition, increased intestinal permeability can also result in pathological changes in distant organs and tissues, which can lead to further complications in susceptible individuals such as asthma [6], chronic heart failure [7], type-1-diabetes [8], chronic fatigue syndrome [9] and depression [10].

A critical component of the intestinal barrier is the intercellular junction complexes between adjacent intestinal epithelial cells which form a semi-permeable diffusion barrier. These intercellular complexes consist of tight junctions, adherens junctions, desmosomes and gap junctions [11]. The tight junctions are the most apical and are responsible for controlling the permeability of the paracellular pathway. Tight junctions are formed by protein dimers that span the space between adjacent cell membranes. There are over 40 proteins with well recognised roles in tight junction formation. These proteins can be divided into three functional categories: 1) bridge proteins which form a web between adjacent cell membranes; 2) plaque proteins which anchor bridge proteins to the actin cytoskeleton; and 3) dual location proteins which are not continuously associated with the tight junctions and also act as transcription factors.

The maintenance or enhancement of intestinal barrier function is a beneficial property that some probiotic bacteria exert. Some probiotics have been shown to ameliorate intestinal permeability induced by pathogens *in vitro *[12,13]; whereas, others probiotic bacteria have been shown to enhance tight junction integrity between intestinal epithelial cells that are not weakened [13-15]. Existing mechanistic studies have focused on the ability of probiotics to prevent alterations to few tight junction bridging proteins in disease models, e.g. the effect of VSL#3 on dextran sodium sulphate-induced colitis in mice [16] and the effect of *Lactobacillus plantarum *CGMCC 1258 on Enteroinvasive *E. coli *ATCC 43893 (serotype O124:NM)-induced barrier disruption *in vitro *[17]. The effect of probiotics on tight junction proteins in a healthy intestinal barrier have not been reported, nor the effect of probiotic bacteria on epithelial cell genes involved in the whole tight junction signalling pathway, including those encoding for bridging, plaque and dual location tight junction proteins. Alteration of tight junction signalling in healthy humans is a potential mechanism that could lead to the strengthening of the intestinal barrier, resulting in limiting the ability of antigens to enter the body and potentially triggering undesirable immune responses.

The hypothesis of this research was that probiotic bacteria that increase intestinal barrier function achieve this, partly, by increasing the expression of the genes involved in tight junction signalling in healthy intestinal epithelial cells. *L. plantarum *MB452 isolated from the probiotic product VSL#3 was chosen as the test bacterium because it has a robust, repeatable, positive effect tight junction integrity, as measured by the trans-epithelial electrical resistance (TEER) *in vitro *(unpublished results). VLS#3, which is a mixture of eight bacteria including *L. plantarum *MB452, has previously been reported to enhance tight junction integrity *in vitro *[18], reduce colitis in rodent models [19,20] and improve human intestinal health [21-23]. The effect of *L. plantarum *MB452 on intestinal epithelial cells was investigated *in vitro *using human colon cancer cells (Caco-2 cells), a commonly used model of the intestinal epithelium that spontaneously form tight junctions between adjacent cells, and trans-epithelial electrical resistance assays, whole genome microarray analysis, and fluorescent microscopy of tight junction proteins.

## Results

### Effect of *L. plantarum *MB452 on TEER was dose-dependent

The ability of *L. plantarum *MB452 to increase intestinal barrier function was investigated by determining the effect on TEER using different concentrations of *L. plantarum *MB452 (Figure 1). At an OD_600 nm _of 0.3 (7 × 10^7 ^CFU/mL) *L. plantarum *MB452 did not cause an increase in TEER compared to the untreated controls. At an OD_600 nm _of 0.6 (1.8 × 10^8 ^CFU/mL) *L. plantarum *MB452 caused an increase in TEER of 15-20% compared to the untreated controls at 4 and 6 hours. At an OD_600 nm _of 0.9 (3 × 10^8 ^CFU/mL) *L. plantarum *MB452 caused an increase in TEER of 42-51% compared to the untreated controls from 4 to 10 hours. The effect of *L. plantarum *MB452 on TEER was 19-27% higher at an OD_600 nm _of 0.9 compared to OD_600 nm_of 0.6 (P < 0.05 from 4 to 8 hours). Similarly, the effect of *L. plantarum *MB452 on TEER was 23-33% higher at an OD_600 nm _of 0.6 compared to OD_600 nm _of 0.3 (P < 0.05 from 4 to 8 hours).

**Figure 1:**
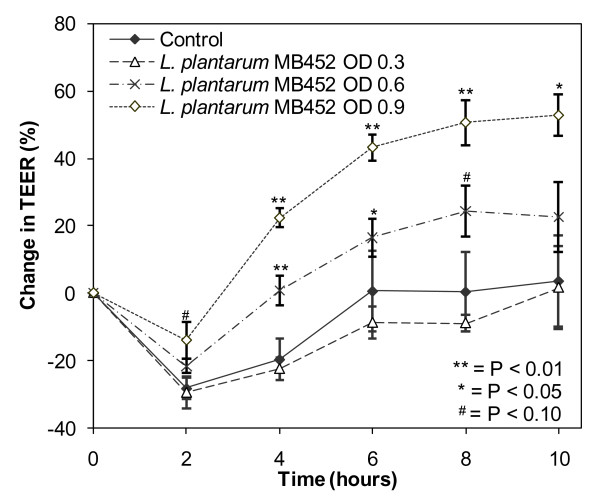
**Change in trans-epithelial electrical resistance (TEER) across confluent Caco-2 monolayers (5 days old) over time in the presence of different optical densities of *L. plantarum *MB452**. The change in TEER is the percentage change compared to the initial TEER for each monolayer. The values plotted are the means for four monolayers and the error bars show the SEM. OD = the starting optical density of the *L. plantarum *cultures at 600 nm.

The drop in TEER for all treatments between 0 and 2 hours observed in all assays was likely due to the Caco-2 cell monolayers being disturbed by the change in media during the sample addition after the initial readings. The increase in TEER over time for the control Caco-2 cells was likely due to an increase in nutrient availability after the fresh media was added at the beginning of the experiment. The increases in TEER caused by *L. plantarum *MB452 were additional to those observed with fresh media.

*L. plantarum *MB452 was also able to increase the TEER by 20 at 2 hours to 64% at 10 hours across differentiated Caco-2 cells (18 days old; Figure 2) in the same manner as for confluent, undifferentiated cells (5 days old; Figure 1). A differentiated, polarised Caco-2 cell monolayer better represents the human intestinal barrier than confluent undifferentiated Caco-2 cells. The tight junctions between the differentiated Caco-2s were better formed than the undifferentiated Caco-2s (higher initial TEER readings), were less affected by the media addition (no initial drop in TEER) and had less variation between replicates (lower SEM values).

**Figure 2:**
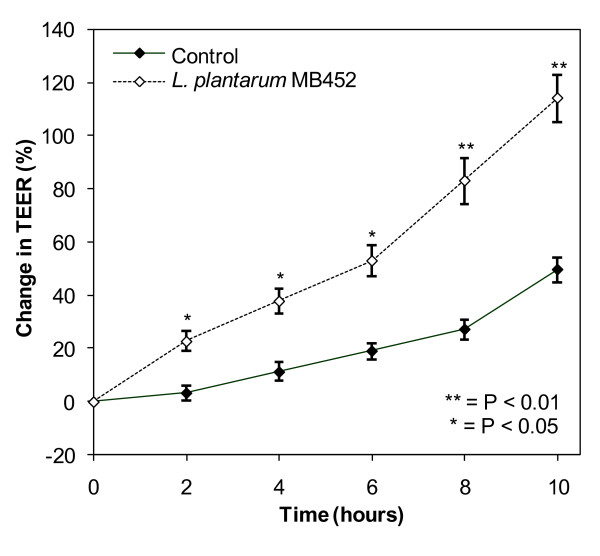
**Change in trans-epithelial electrical resistance (TEER) across differentiated Caco-2 monolayers (18 days old) in the presence of *L. plantarum *MB452 (OD_600 nm _0.9)**. The change in TEER is the percentage change compared to the initial TEER for each monolayer. The values plotted are the means for four monolayers and the error bars show the SEM.

### *L. plantarum *MB452 altered the expression of genes involved tight junction formation

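RNA was taken from differentiated Caco-2 monolayers, a human colorectal adenocarcinoma line that forms a polarised epithelium, after 18 days of culture and 10 h with L. plantarum MB452 at an optical density of 0.9 or with control medium. There were 2 control pools and 2 MB452 pools, each of RNA from 3 wells, so n = 2 pools in each group. P-values and standard errors of features and genes are moderated in limma. They combine the spread between these pools with the spread over all features or genes, and measure no variation beyond these pools. The p-values of gene lists in camera and Fisher's exact test also rest on differences between genes. Each pool was labelled with Cy5 and hybridised on 1 slide of the Agilent whole human genome array against a Cy3-labelled reference. The methods and the protocol in the sample labels describe the reference as equal amounts of RNA from all wells of both groups, while the short name of that channel in the labels is a control or an MB452 reference sample. Each slide was scanned at a high voltage of about 600 and a low voltage of about 450, and the scans were quantified in GenePix and loess normalized within each array in limma by the authors. The deposited table holds 8 columns, 1 for each scan, with 44290 features. The combined values that the authors made from the high and low scans of a slide, in which bright spots take the low scan, were not used here.

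The deposited values were read as log2 ratios of Cy5 over Cy3. The sources used here do not state the log base, which was taken from the size of the MB452 and control differences beside the fold changes the study prints. The direction follows the dyes in the methods. Column medians lay between 0.0046 and 0.017. Each column was centred on its median, the scans of a slide were averaged into 1 replicate, and features with a value on all 4 slides entered the fit in limma, 42142 in all. Fold changes are MB452 minus control, so a positive value is higher with MB452. A feature or gene past the study's threshold has a fold change over 1.2 and an unadjusted moderated p under 0.05 in limma. Of the 44290 features, 29033 had 1 gene symbol, 97 had several and 15160 had none in the platform annotation, and values of 1 gene are means over its features, for 17969 genes. In every column a single value is repeated over many features, and was taken as that of spots saturated in both channels. It held 1201 to 1534 features in the high scans and 310 to 397 in the low scans, and 1194 features had it in the high scan on all 4 slides. For those features the high scan holds no difference between the pools, so the low scan is given beside them. In the low scan 301 features had the repeated value on all 4 slides, and their differences in that scan are not measurements. Across features, which are not independent replicates, the MB452 pools correlated with each other at r = 0.669 and the control pools at only 0.403, less than control pool A with MB452 pool A (0.613) or MB452 pool B (0.501). The mean control ratios and the mean MB452 ratios correlated at 0.616. For 695 of the 883 features past the threshold these means lay on either side of 0, and the median sum of the linear ratios of both groups was 2.08.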

The ability of *L. plantarum *MB452 to alter gene expression in intestinal epithelial cells was measured using global gene expression analysis. The analysis indicated that 1,181 Caco-2 cell genes were differentially expressed (fold change > 1.2, modified-P < 0.05) when co-cultured with *L. plantarum *MB452; the expression levels of 554 genes were increased and 627 genes were decreased. 

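Among genes, the largest rises past the study's threshold with both MB452 pools above both control pools in each scan were in EGR1, an immediate early transcription factor, with a log2 fold change of 1.32 (standard error 0.080), and INSIG1, a regulator of sterol synthesis, with 0.87 (standard error 0.19). IFRD1 rose by 0.68 (standard error 0.095), HSPA5, a chaperone of the endoplasmic reticulum, by 0.55 (standard error 0.086), and SHROOM3, which acts on apical actin, by 0.54 (standard error 0.11). HMGCS1, FHL2, DNAJB9, KANSL1 and OCLN, the gene for occludin, complete the 10 largest rises. The largest falls were in G0S2, an inhibitor of lipolysis, with a log2 fold change of -1.02 (standard error 0.20), ARRDC4 with -0.72 (standard error 0.11), ANKRD37 with -0.64 (standard error 0.15), FABP5, a fatty acid binding protein, with -0.59 (standard error 0.074) and CSRP2 with -0.58 (standard error 0.097). PCNA, LMNB1, RBX1, UFD1 and DUSP23 complete the 10 largest falls, down to -0.47 in DUSP23. Of these genes, HMGCS1, ANKRD37 and RBX1 were not past the threshold in 1, and FHL2 and PCNA in 2, of the 4 fits with 1 pool left out.

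Over all features, 883 of 42142 passed the study's threshold, 546 higher and 337 lower with MB452. At the level of genes 343 of 17969 passed, 187 higher and 156 lower. The balance of directions depended on the processing. More features were lower with the low scan only (465 higher, 518 lower) and with the slide as a random block (423 higher, 565 lower). The same held for genes in these settings. It also turned for features without control pool A or without MB452 pool B. No feature reached an adjusted p under 0.05 in limma (lowest adjusted p = 0.647), with 2317 at an unadjusted p under 0.05 where 2107 are due by chance, and no gene did (lowest adjusted p = 0.176, for EGR1), with 1166 genes at an unadjusted p under 0.05. In other settings genes did reach it in limma, 1 with quantile scaling, 10 with the slide as a random block, 743 without control pool A and 9 without control pool B. Simulated slides with the spread of these slides and no effect gave 907 features past the same threshold. Without control pool A, when the MB452 spread stands for both groups, 4517 features passed, and 1512 passed without control pool B.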

The relatively low fold-change cut-off of 1.2 was selected because the comparison was between untreated healthy cells and healthy cells treated with potential beneficial bacteria so large differences (as seen when comparing healthy cells to a disease model) were not expected. The ten Ingenuity Pathway Analysis (IPA) functional groups with the most differentially expressed genes and the Gene Ontology categories with the lowest P-values are summarised in Additional File 1 Tables S1 and S2.

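Of the 16 genes of Table 1 that could be matched to named features, 14 had a positive log2 fold change with MB452 and 5 passed the study's threshold in the direction of the table (2 without MB452 pool B, 3 with the slide as a random block and 8 with the most variable feature). These were occludin (OCLN), zonula occludens 1 (TJP1), SNAI1, JUP and, lower, CDK4. JUP, which encodes plakoglobin of adherens junctions and desmosomes, had a log2 fold change of 0.28 (standard error 0.062), and was not past the threshold without control pool B or without MB452 pool B. Among those that did not pass, CD2AP, an adaptor to the actin cytoskeleton, had 0.23 (standard error 0.069), MAGI3, a plaque scaffold, 0.20 (standard error 0.081), VCL, the gene for vinculin, 0.18 (standard error 0.064) and PALS1, listed as MPP5, 0.16 (standard error 0.055). The features of VEGFA and ACTC1 disagreed. Of the 4 features of VEGFA, 1 passed with a log2 fold change of 0.57 and the others lay between -0.050 and 0.16. ACTC1, cardiac actin, had 1 feature past the threshold at 0.37 and 1 at -0.034. PARD6B, a cell polarity protein, had -0.19 in the high scan and 0.32 in the low scan, and -0.071 without control pool B. The other 3 genes of Table 1 were not analysed here. The study chose these genes on the same samples, so their direction is not independent evidence, and 6 of the 16 had an adjusted p under 0.05 in limma when adjusted over the list alone, none over all genes.

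**Figure D1:**
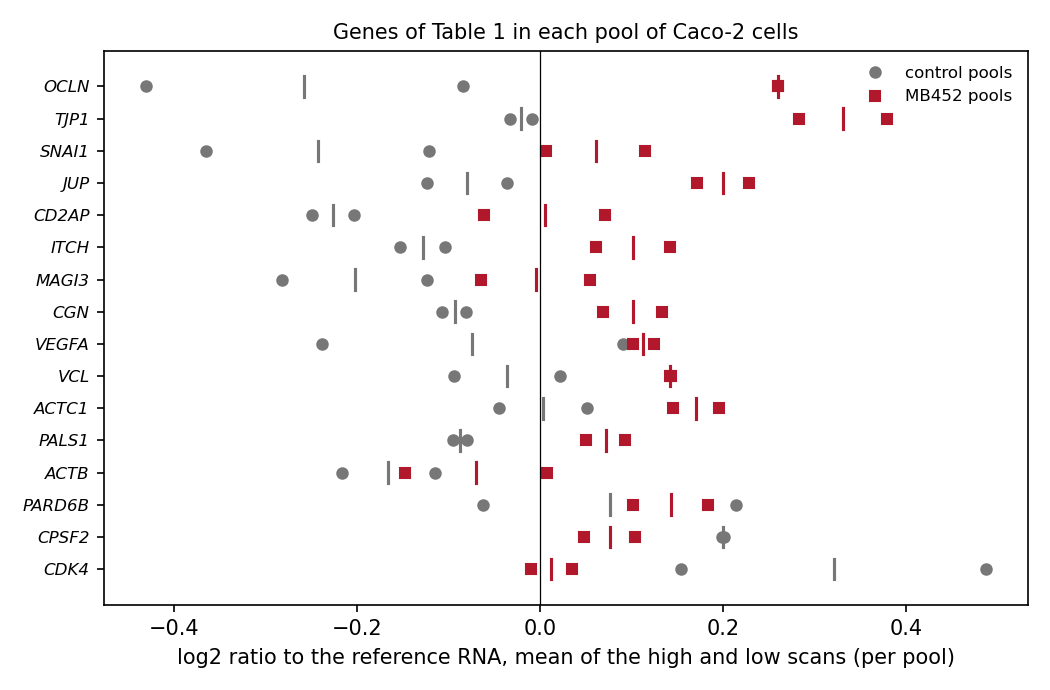
Log2 ratio to the reference RNA (horizontal axis) of the 16 genes of Table 1 with named features (vertical axis) in the 2 control pools (circles) and the 2 MB452 pools (squares), with group means as vertical bars. The MB452 pools of TJP1 had a mean of 0.33 and the control pools a mean of -0.021, with the pools of each group close together.

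In the lists fixed from textbook knowledge, 1 of 7 bridging proteins other than claudins passed the threshold (OCLN), 1 of 20 plaque proteins (TJP1), 1 of 19 adherens junction and desmosome proteins (JUP) and 1 of 31 genes of the actin cytoskeleton (RDX, the gene for radixin), each higher with MB452. RDX was not past the threshold with the low scan only, the slide as a random block or a fold over 1.5, nor without control pool B or without MB452 pool A. The plaque proteins had a median log2 fold change of 0.091, with 16 of 20 positive, and the list was higher than the other genes in camera (adjusted p = 1.40e-05), but not with an estimated correlation (adjusted p = 0.418). The bridging proteins (median 0.047, camera adjusted p = 0.0383) and the adherens junction list (median 0.029, camera adjusted p = 0.0267) also lost their call with an estimated correlation (adjusted p = 0.418 for both). Without control pool A, or without MB452 pool B, the camera adjusted p was 0.15 and 0.13 for the bridging proteins and 0.12 and 0.14 for the adherens junction list. For the actin cytoskeleton the median was 0.020 (camera adjusted p = 0.202). Adjusted over the list alone, 2 plaque proteins, 1 bridging protein and none of the adherens junction or actin genes had an adjusted p under 0.05, and none had over all genes. OCLN, TJP1 and JUP also stand in Table 1, chosen on these samples, so their lists are not wholly independent of the study's choice.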

Of the genes that were differentially expressed in response to *L. plantarum *MB452, 19 were involved in tight junction formation (Table 1). Analysis of KEGG pathways using EASE showed that the tight junction pathway was one of four pathways that was enriched with differentially expressed genes (P and global FDR < 0.05; Additional File 1 Table S3). 

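In the tight junction pathway of Table S3, 11 of 12 genes had named features, all with a positive log2 fold change (median 0.19), and 2 passed the study's threshold, OCLN and TJP1. PPP2CA, a catalytic subunit of protein phosphatase 2A, had 0.26 (standard error 0.070), PRKCZ, an atypical protein kinase C, 0.23 (standard error 0.095), YBX3, listed as CSDA, 0.19 (standard error 0.083), ACTN4, which crosslinks actin, 0.16 (standard error 0.066) and MYH9, a non-muscle myosin, 0.12 (standard error 0.056). In the adipocytokine pathway 4 of 8 genes passed. IRS1, an adaptor of insulin signalling, rose by 0.43 (standard error 0.14), NFKBIE by 0.29 (standard error 0.11) and PRKAB2 by 0.29 (standard error 0.074), while POMC had -0.27 (standard error 0.080). The count of 4 was 1 with the low scan only or without MB452 pool B, and 2 without control pool A or without MB452 pool A. NFKBIE and POMC were each not past the threshold in 3 of the 4 fits with 1 pool left out. In the p53 pathway 3 of 8 passed, TNFRSF10B, a death receptor, at 0.39 (standard error 0.083), RRM2 at -0.27 (standard error 0.065) and CCNB1 at -0.28 (standard error 0.067). RRM2 and CCNB1 were not past the threshold with the low scan only or without MB452 pool B, which leaves 1 of the 3, and CCNB1 was not without control pool A. In the chronic myeloid leukemia pathway 1 of 10 passed, E2F2 at -0.34 (standard error 0.13), while 9 of the 10 were positive with a median of 0.23. Neither feature of E2F2 passed by itself, with -0.10 and -0.57. E2F2 was not past the threshold in 3 of the 4 fits with 1 pool left out, and other leukemia genes passed as higher in some settings, 4 with the high scan only, with quantile scaling or without MB452 pool A, 5 without control pool A, with the most variable feature or with no fold minimum, and 2 with no median centring. These genes were chosen by the study on these samples and are not independent evidence of enrichment. Against all other tested genes, Fisher's exact test gave an adjusted p of 0.0494 for the tight junction genes, 6.51e-05 for the adipocytokine genes, 0.00129 for the p53 genes and 0.395 for the leukemia genes. In camera the adjusted p was 1.95e-08, 0.00184, 0.555 and 2.07e-05 in the same order, and none of the 4 lists was past 0.05 with an estimated correlation.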

The molecular interactions between these genes were visualised in an IPA network diagram (Figure 3). The nodes with the most interactions are those that represent the genes for occludin, ZO-1, ZO-2 and cingulin.

**Table 1:** Caco-2 cell genes involved in intracellular junction complex formation that were differentially expressed in the microarray analysis after co-culturing with L. plantarum MB452 (OD600 nm 0.9) for 10 hours.

Gene Name	Symbol	Refseq ID	Fold Change	Moderated	Description of role in relation to tight junctions
occludin	OCLN	NM_002538	1.39	0.004	tight junction bridging protein
vascular endothelial growth factor A	VEGFA	NM_001025366	1.39	0.002	cytokine that indirectly regulates tight junction formation and strengthening
actin beta	ACTB	NM_001101	1.33	0.005	structural constituent of cytoskeleton
cingulin	CGN	NM_020770	1.29	0.024	tight junction plaque protein associated with occludin
par-6 partitioning defective 6 homolog beta	PARD6B	NM_032521	1.27	0.009	tight junction plaque protein associated with claudins and involved in cell polarization
actin alpha cardiac muscle 1	ACTC1	NM_005159	1.25	0.015	structural constituent of cytoskeleton
itchy homolog E3 ubiquitin protein ligase	ITCH	NM_031483	1.25	0.011	ubiquitin-ligase molecule that regulates occludin degradation
junction plakoglobin	JUP	NM_002230	1.24	0.010	major cytoplasmic protein that forms a complex with cadherins
CNKSR family member 3	CNKSR3	NM_173515	1.24	0.006	tight junction plaque protein associated with JAMs
snail homolog 1	SNAI1	NM_005985	1.24	0.033	intracellular component that indirectly inhibits occuldin production
hepatocyte nuclear factor 4 alpha	HNF4A	NM_178849	1.24	0.021	transcription regulator that acts on occuldin
zona occludens 1 (tight junction protein 1)	ZO-1	NM_003257	1.23	0.013	tight junction plaque protein associated with occludin, JAMs and claudins
zona occludens 2 (tight junction protein 2)	ZO-2	NM_004817	1.23	0.054	tight junction plaque protein associated with occludin and claudins that acts as a guanylate kinase and also found in the nucleus
CD2-associated protein	CD2AP	NM_012120	1.22	0.012	scaffolding molecule that regulates the actin cytoskeleton
vinculin	VCL	NM_003373	1.22	0.027	cytoskeletal protein
membrane associated guanylate kinase 3	MAGI-3	NM_152900	1.21	0.044	tight junction plaque protein a and guanylate kinase
membrane protein, palmitoylated 5	MPP5	NM_022474	1.20	0.014	tight junction plaque protein associated with claudins and guanylate kinase involved in tight junction organization
cleavage and polyadenylation specific factor 2	CPSF2	NM_017437	-1.22	0.022	transcription regulator that decreases tight junction stability
cyclin-dependent kinase 4	CDK4	NM_000075	-1.30	0.011	transcription regulator that decreases tight junction stability

**Figure 3:**
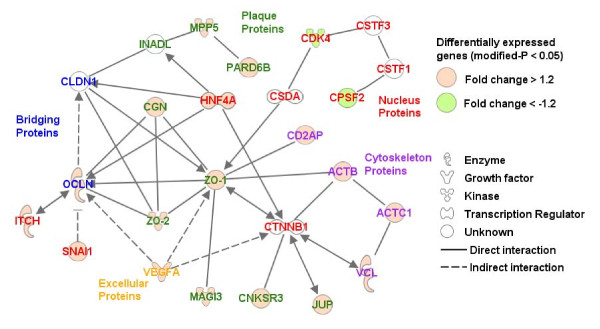
**Network of genes involved in tight junction formation that were differentially expressed by Caco-2 cells after being co-cultured with *L. plantarum *MB452 (OD_600 nm _0.9) for 10 hours**. Genes are represented as nodes and the biological relationship between two nodes is represented as an edge. All edges are supported by at least one reference from the literature. Red and green colored nodes indicate genes that have increased or decreased expression, respectively, in response to *L. plantarum *MB452. The colors of the gene names indicate the role the encoded proteins in relation to tight junctions.

The expression levels of seven genes was also quantified using real-time PCR (qRT-PCR) and was compared with the gene expression data obtained using microarray analysis (Table 2). Of the 5 genes that had increased expression in the microarray analysis, occludin and cingulin were shown to have increased expression in response to *L. plantarum *MB452 using qRT-PCR. 

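On the arrays, ACTB, the gene for beta actin, had 4 features, all saturated in the high scan on all 4 slides. In the low scan 3 of them had log2 fold changes of 0.41, 0.29 and 0.35, and the other, saturated in that scan too, had -0.26. The mean over both scans was 0.096 (standard error 0.079), which did not pass the study's threshold. In the low scan without features saturated in it, a setting chosen after seeing the data, ACTB had 0.351 (standard error 0.078, adjusted p = 0.689) and passed. Of the reference genes of the qRT-PCR, SDHA had a log2 fold change of 0.063 (standard error 0.057), YWHAZ had -0.019 (standard error 0.084), with a positive sign under quantile scaling (0.033) and without control pool B (0.085), and GAPDH, saturated in the high scan, had -0.032 (standard error 0.056), or -0.057 in the low scan. None of these 3 passed the study's threshold, with adjusted p from limma of 0.829 for SDHA, 0.973 for YWHAZ and 0.911 for GAPDH.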

Three other genes were differentially expressed in the microarray analysis but not in the qRT-PCR analysis. The CLDN3 gene was not differentially expressed in the microarray or qRT-PCR analyses. 

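CLDN3, a claudin of the epithelial tight junction strand, had a log2 fold change of 0.088 with MB452 (standard error 0.067, adjusted p = 0.822 from limma) and did not pass the study's threshold. Its mean log2 ratio was -0.0997 ± 0.092 (SD, n = 2) in the control pools and -0.012 ± 0.019 (SD, n = 2) in the MB452 pools. Its features differed in sign, with 0.24 and -0.066, and neither passed the threshold.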

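GJC1, the current symbol of GJA7, encodes a connexin of gap junctions. Its mean log2 ratio was 0.093 ± 0.34 (SD, n = 2) in the control pools and -0.023 ± 0.037 (SD, n = 2) in the MB452 pools. The log2 fold change of -0.12 (standard error 0.16, adjusted p = 0.881 from limma) was smaller than the spread between the control pools, and its sign turned without control pool B (0.128). Without control pool A it was -0.358, past the threshold. One feature had -0.24 and the other 0.0068. The first was not tested in the low scan, so the values with the low scan only (0.0367) and with the slide as a random block or a value in all 8 columns (0.0068) are those of the other feature alone. Of 8 measured gap junction genes none passed the study's threshold (median log2 fold change -0.057, camera adjusted p = 0.367). Of the other connexin genes, GJB2 had -0.22 (standard error 0.11) and GJA1 had -0.13 (standard error 0.071).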

The GJA7 gene had decreased expression in the microarray analysis (fold change -1.39) and increased expression in the qRT-PCR analysis (fold change 3.08). The variation between the gene expression results obtained between the two techniques is likely due to the fact that the qRT-PCR probes used did not recognise the same transcripts as the microarray probes, which is the most common reason for discrepancies between results of the two methods. It has been shown that when qRT-PCR and microarray probes recognise the same transcripts there is an accordance of results with 87% of genes; whereas, when the qRT-PCR and microarray probes do not recognise the same transcripts there is an accordance of only 41% [24]. These data indicated an accordance for 43% of the genes (3/7 genes) using the two methods.

**Table 2:** Comparison between microarray and qRT-PCR analysis of Caco-2 cells genes after co-culturing with L. plantarum MB452 (OD600 nm 0.9) for 10 hours.

Gene	Microarray fold change	qRT-PCR fold change
OCLN	1.39^1^	2.59^2^
ACTB	1.33^1^	1.06
CGN	1.29^1^	3.23^2^
ZO-1	1.23^1^	1.17
ZO-2	1.23^1^	1.46
CLDN3	1.01	1.23
GJA7	-1.39^1^	3.08^2^

^1 ^Modified P-value < 0.05

^2 ^P-value < 0.05

### *L. plantarum *MB452 altered the expression of other tight junction associated genes

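All 8 tubulin genes of Table 3 had a negative log2 fold change with MB452, and 4 of them passed the study's threshold. The count of 4 was 1 without control pool A or without MB452 pool A, 2 with the slide as a random block, 7 with the most variable feature, and 0 with the high scan only, where some of their features were saturated. TUBB4B, listed as TUBB2C, fell by 0.32 on the log2 scale (standard error 0.093), TUBA1C fell by 0.31 (standard error 0.068), TUBB6 fell by 0.30 (standard error 0.076) and TUBA1B fell by 0.27 (standard error 0.063). TUBA1B was saturated in the high scan on all 4 slides, and in the low scan its log2 fold change was -0.54. One feature each of TUBA1C, TUBA4A and TUBB4B was saturated in the same way, with low scan values of -0.40, -0.32 and -0.39. TUBB had -0.22 (standard error 0.058), TUBB3 had -0.21 (standard error 0.059), TUBA3D had -0.19 (standard error 0.057) and TUBA4A had -0.16 (standard error 0.063), and these 4 did not pass. All 8 had an adjusted p under 0.05 in limma when adjusted over the list alone and none over all genes, but the study chose them on these samples and the first is not independent evidence.

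Of the 20 measured members of a list of all tubulins, 5 were lower, none was higher and 15 did not pass the threshold. The member outside Table 3 was TUBA1A, at -0.30 (standard error 0.073). The list had a median of -0.17, 9 of its genes had an adjusted p under 0.05 when adjusted over the list alone and none over all genes, and camera gave an adjusted p of 3.25e-06 (adjusted p = 0.418 with an estimated correlation). It holds the tubulins of Table 3, chosen by the study as lower on these samples, so these results are not independent evidence. Positive log2 fold changes were found in 5 of the 20, all outside Table 3. The count of 5 was 1 with the high scan alone, and 2 without control pool A or without MB452 pool A.

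**Figure D2:**
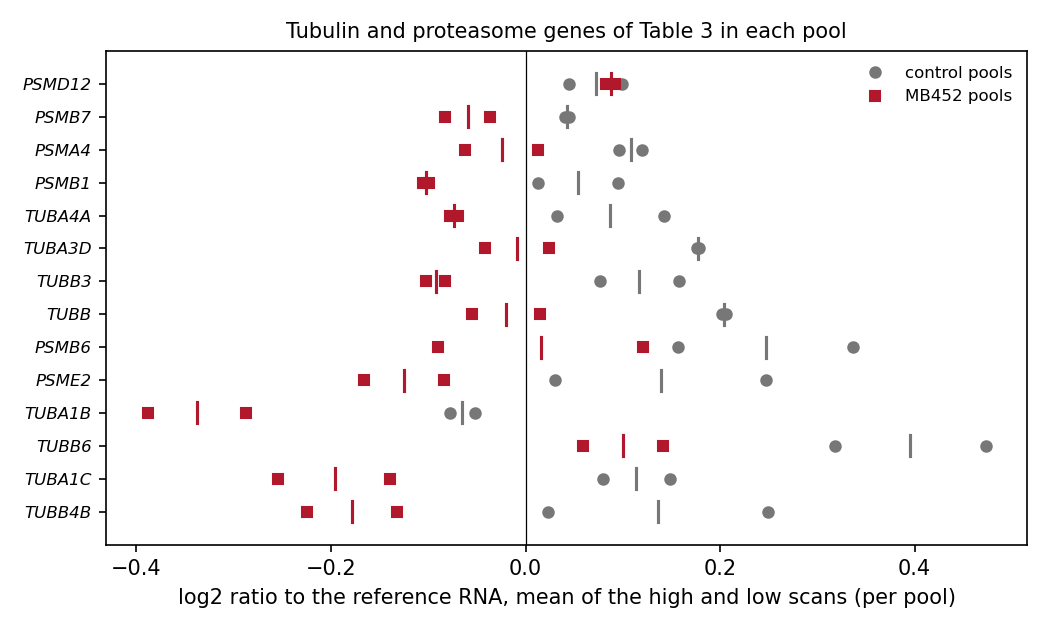
Log2 ratio to the reference RNA (horizontal axis) of the tubulin and proteasome genes of Table 3 with named features (vertical axis) in the 2 control pools (circles) and the 2 MB452 pools (squares), with group means as vertical bars. For TUBB6 the control pools had a mean of 0.40 and the MB452 pools a mean of 0.10.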

Eight genes encoding for cytoskeleton tubulin proteins had decreased expression levels (fold change -1.20 to -1.45) in Caco-2 cells treated with *L. plantarum *MB452 (Table 3). Similarly, seven genes encoding for protein degrading proteasomes had decreased expression levels (fold change -1.21 to -1.28) in Caco-2 cells treated with *L. plantarum *MB452 (Table 3).

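Of the 6 proteasome genes of Table 3 with named features, PSME2, which encodes a subunit of the 11S activator, passed the study's threshold, with a log2 fold change of -0.26 (standard error 0.089). It was not past the threshold with the high scan only, the slide as a random block, no median centring or a fold over 1.5, nor without control pool A, MB452 pool A or MB452 pool B. PSMB6 had -0.23 (standard error 0.10), PSMB1 had -0.16 (standard error 0.059), PSMA4 had -0.13 (standard error 0.059) and PSMB7 had -0.10 (standard error 0.055), and none of these passed. A feature of PSMB1 was saturated in the high scan, with -0.23 in the low scan. PSMD12, of the regulatory particle, had 0.016 (standard error 0.056). The features of PSMA4 disagreed, with -0.26 past the threshold in one and -6.90e-04 in the other, and those of PSMB7 had -0.21 and 0.010. The remaining gene of the table was not analysed here.

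In a list of all proteasome genes 1 of 41 measured members passed, lower, and 35 were negative. The median was -0.12 and camera gave an adjusted p of 1.95e-08, against 0.435 for the adjusted p with an estimated correlation. The list includes genes of Table 3, chosen by the study on these samples, so it is not wholly independent of that choice. No member had an adjusted p under 0.05 in limma, over the list alone or over all genes. The count of 1 was 0 with the high scan alone and 3 with the low scan alone, and it was 0 without control pool A or MB452 pool B, 4 without control pool B and 3 without MB452 pool A.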

**Table 3:** Caco-2 cell tubulin and proteasome genes that were differentially expressed (modified-P < 0.05) in the microarray analysis after co-culturing with L. plantarum MB452 (OD600 nm 0.9) for 10 hours.

Gene Name	Symbol	Refseq ID	Fold Change
tubulin, alpha 1b	TUBA1B	NM_006082	-1.45
tubulin, alpha 1c	TUBA1C	NM_032704	-1.35
tubulin, alpha 3d	TUBA3D	NM_080386	-1.22
tubulin, alpha 4a	TUBA4A	NM_006000	-1.27
tubulin, beta	TUBB	NM_178014	-1.20
tubulin, beta 3	TUBB3	NM_006086	-1.20
tubulin, beta 6	TUBB6	NM_032525	-1.30
tubulin, beta 2c	TUBB2C	NM_006088	-1.35
proteasome, alpha subunit, 5	PSMA4	NM_002789	-1.24
proteasome, beta subunit, 1	PSMB1	NM_002793	-1.21
proteasome, beta subunit, 6	PSMB6	NM_002798	-1.22
proteasome, beta subunit, 7	PSMB7	NM_002799	-1.28
proteasome, 26 s subunit, 5	PSMC5	NM_002805	-1.24
proteasome, 26 s subunit non-ATPase, 12	PSMD12	NM_002816	-1.25
proteasome, activator subunit, 2	PSME2	NM_002818	-1.24

### *L. plantarum *MB452 visually increased the abundance of tight junction proteins

Using fluorescent microscopy the intensity of the immuno-stained ZO-1, ZO-2 occludin and cingulin proteins appeared higher in the Caco-2 cells treated with *L. plantarum *MB452 than in the untreated controls (Figure 4). This indicated that the changes in gene expression observed were supported by changes in tight junction-associated protein intensity.

**Figure 4:**
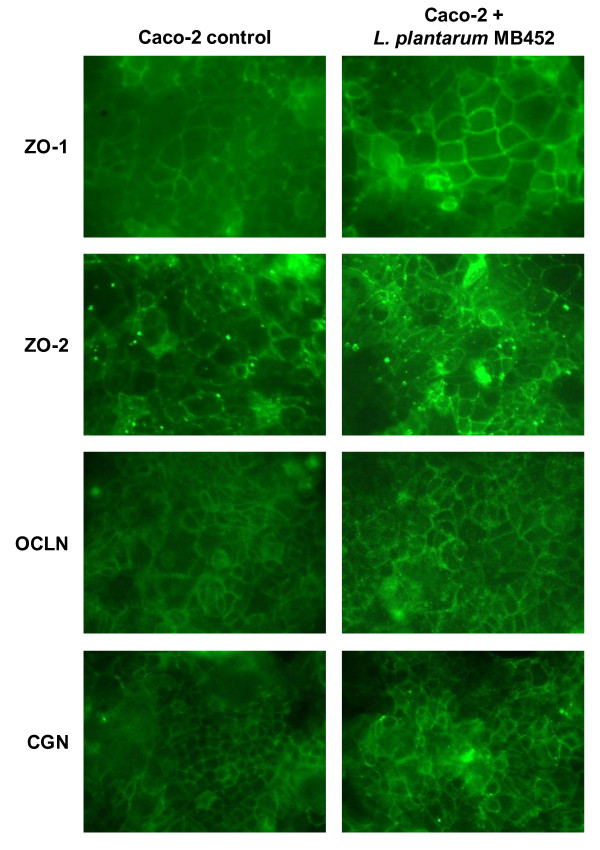
**Fluorescent microscopy images of immuno-stained tight junction proteins of confluent Caco-2 cells (6 days old) untreated or treated with *L. plantarum *MB452 (OD_600 nm _0.9) for 8 hours**. Treatments were carried out in quadruplicate and the images shown are typical. ZO-1: zonula occluden 1; ZO-2 zonula occluden 2; OCLN: occludin; CGN: cingulin.

## Discussion

As hypothesised, this study showed that *L. plantarum *MB452 altered the expression levels of tight junction-related genes in healthy intestinal epithelial cells. 

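The mean log2 ratio of OCLN, the gene for the bridging protein occludin, was -0.258 ± 0.25 (SD, n = 2) in the control pools and 0.26 ± 3.40e-04 (SD, n = 2) in the MB452 pools. This is a log2 fold change of 0.52 (standard error 0.12, adjusted p = 0.637 from limma). Both features of OCLN passed the study's threshold, with log2 fold changes of 0.46 and 0.57, and the gene had 0.60 in the high scan and 0.43 in the low scan. Both MB452 pools lay above both control pools, which in 2 pools against 2 allows no exact two-sided permutation p under 0.33.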

Of the tight junction bridging proteins, occludin mRNA abundance was higher in the presence of *L. plantarum *MB452. The over-expression of the occludin protein has been linked to increased TEER [25], and based on the findings of this study, increased occludin gene expression may contribute to the ability of *L. plantarum *MB452 to enhance tight junction integrity. In support of this, genes encoding for the occludin-associated plaque proteins, ZO-1 and ZO-2 and cingulin, also had increased expression levels in the presence of *L. plantarum *MB452. 

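TJP1, the gene for the plaque protein ZO-1, had a log2 fold change of 0.35 with MB452 (standard error 0.062, adjusted p = 0.637 from limma), and both of its features passed the study's threshold, with 0.33 and 0.37. CGN, the gene for cingulin, had 0.19 (standard error 0.058, adjusted p = 0.696) and did not pass as a gene. One of its features passed with 0.33, and the other had 0.056. In both genes each MB452 pool lay above each control pool. ZO-2 was not analysed here. Citing a published link between over-expressed occludin protein and higher TEER, the paper proposes that higher occludin expression may contribute to the effect of MB452 on tight junction integrity, and gives the higher expression of the plaque protein genes as further support. By qRT-PCR it also reports increased OCLN and CGN, but not ZO-1 or ZO-2. In its microscopy, staining of occludin, ZO-1, ZO-2 and cingulin appeared brighter in treated cells.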

The zonula occludens bind to the cytoplasmic end of occludin and form the scaffolding to link occludin to the actin cytoskeleton [26]. The increased expression levels of the occludin, ZO-1, ZO-2 and cingulin genes appeared to correlate with increased intensity of their proteins as indicated by the fluorescent microscopy images.

In contrast, other genes that had increased transcript levels in the presence of *L. plantarum *MB452 are known to be involved in tight junction disassembly. 

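ITCH had a log2 fold change of 0.23 with MB452 (standard error 0.061, adjusted p = 0.676 from limma), which did not pass the study's threshold. Its mean log2 ratio was -0.13 ± 0.035 (SD, n = 2) in the control pools and 0.101 ± 0.057 (SD, n = 2) in the MB452 pools. One feature passed the threshold with 0.29, and the other did not with 0.17.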

The gene encoding ITCH, an ubiquitin-ligase molecule, had increased expression levels in the presence of *L. plantarum *MB452; however, the ITCH protein is known to contribute to the degradation of occludin [27]. The increased expression of the ITCH gene may lead to an increase in the turnover of occludin protein and, therefore, may have contributed to the increased occludin mRNA noted in this data. The gene encoding the SNAI1 protein also had increased expression in the presence of *L. plantarum *MB452; however, the SNAI1 protein is known to bind to occludin and claudin genes promoters suppressing their expression [28]. 

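SNAI1, a repressor of epithelial junction genes, had a log2 fold change of 0.304 (standard error 0.098, adjusted p = 0.716 from limma) over its single feature, past the study's threshold, with 0.30 in the high scan and 0.31 in the low scan. It was not past the threshold without control pool A, without MB452 pool A or without MB452 pool B. Its mean log2 ratio was -0.24 ± 0.17 (SD, n = 2) in the control pools and 0.061 ± 0.077 (SD, n = 2) in the MB452 pools.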

Although these two genes, ITCH and SNAI1, have been linked to tight junction disassembly, 17 out of the 19 tight junction-related genes with increased expression levels in response to *L. plantarum *MB452 exposure contribute to tight junction stability; therefore, the cumulative effect would most likely be enhanced intestinal barrier function.

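Of 20 measured claudin genes none passed the study's threshold with MB452, and 11 had a positive log2 fold change. Whether each was detected over background was not assessed. The lowest value was in CLDN2, which forms a cation pore, with -0.32 (standard error 0.19, adjusted p = 0.809 from limma), and the control pools of CLDN2 differed widely (SD 0.40, n = 2). CLDN7 had -0.19 (standard error 0.058) and CLDN15 had 0.12 (standard error 0.060). CLDN1 had 0.064 (standard error 0.068), CLDN4 had 0.0049 (standard error 0.094) and CLDN5 had 0.0085 (standard error 0.065). The list had a median of 0.0026 (camera adjusted p = 0.879), a mean of -0.015, and no member with an adjusted p under 0.05 over the list alone or over all genes.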

The 'tightness' of tight junctions is commonly thought to be, at least partly, due to claudins, which are a set of bridging proteins; however, none of the claudin genes were differentially expressed in response to *L. plantarum *MB452. Decreases in the abundance of claudin-2, -3 and -4 proteins (measured using western blotting) have been associated with a decrease in TEER [29]. Another study showed that a decrease in TEER was associated with altered cellular localisation of claudin-1 and -5, but not altered abundance [30], so it is possible that *L. plantarum *MB452 may have altered the distribution of claudin proteins without changing gene expression and/or protein abundance.

The results of this study showed that *L. plantarum *MB452 enhanced the expression of 19 genes involved in the tight junction signalling pathway in healthy cells. A previous study showed that *L. plantarum *CGMCC 1258 is able to protect against the disruption of four tight junction proteins caused by Enteroinvasive *E. coli *ATCC 43893 (serotype O124:NM) [17]. However, another study looking at the effect of *L. plantarum *ATCC202195 on the expression of genes in Caco-2 cells challenged with Enteroinvasive *E. coli *ATCC43893 (serotype O124:NM) did not report any changes in tight junction gene expression [31]. This suggests that the *L. plantarum *protection against tight junction disruption was not due to it altering host gene expression, and was likely due to it inhibiting the action of the pathogen in that study.

The ability to enhance the expression of tight junction-related genes is not common to all *L. plantarum *strains. In addition to the study that showed that *L. plantarum *ATCC202195 nullifies changes in Caco-2 cell gene expression induced by Enteroinvasive *E. coli *ATCC43893 (serotype O124:NM) [31], other published studies investigating whole genome expression in response to *L. plantarum *have shown that, *L. plantarum *WCFSI induces increased expression of genes involved in lipid metabolism and cellular growth and development in healthy human duodenum [32] and *L. plantarum *(strain not given) alters the NF-κB pathway to limit inflammatory responses in healthy human duodenum [33]. However, in these published studies only a few tight junction-related genes had altered expression levels when exposed to *L. plantarum*, for example increased expression of the ZO-2 gene, so they are unlikely to contribute to changes in tight junction integrity, compared to the changes in 19 tight junction genes induced by *L. plantarum *MB452 reported in this study. This is not surprising since strains of *L. plantarum *can have differing effects on intestinal barrier function *in vitro*, from neutral (cause no increase in TEER) to beneficial (cause substantial increase in TEER; unpublished results), and thus, it is likely that different strains may also have different effects on epithelial cell gene expression.

The observed increase in intestinal barrier function induced by *L. plantarum *MB452 may also be, at least partly, due to changes in intestinal epithelial cell gene expression that have an indirect effect on tight junction stability. Eight genes encoding for tubulins had lower expression levels in response to *L. plantarum *MB452. A high turnover in tubulin synthesis has been linked to the disassembly of tight junctions [34]; thus, the reduced expression levels of these genes may account for the positive effect of *L. plantarum *MB452 on intestinal barrier function. Similarly, seven genes encoding for proteasome subunits had lower mRNA abundance in the presence of *L. plantarum *MB452. Proteasomes, which are large protein complexes responsible for breaking down surplus or damaged proteins, have previously been linked to tight junction degradation, and proteasome inhibitors can prevent degradation of occludin [35] and ZO-2 [36]. The reduction in proteasome gene expression induced by *L. plantarum *MB452 may be an additional mechanism by which tight junction integrity is enhanced.

Several of the tight junction-related genes with altered expression induced by *L. plantarum *MB452 may also be involved in reducing cell proliferation. For example, ZO-1, which had increased gene expression in the presence of *L. plantarum *MB452, is a 'dual location protein' involved in the regulation of cell proliferation. The ZO-1 protein binds to the CSDA protein (also known as ZONAB) and sequesters it to tight junctions, and removal of the CSDA protein from nucleus in this way results in a reduction in the CDK4 protein [37]. Therefore, an increase in ZO-1 gene expression may lead to a decrease in CDK4 gene expression as seen here (Figure 3), which highlights the link between the formation of tight junctions and a reduction in cell proliferation [37]. Additionally, *L. plantarum *MB452 reduced the expression of the CPSF2 gene, which encodes a protein which is part of the CSTF-CPSF-SYMPK complex, that regulates cell-cycle related gene expression and promotes cell proliferation [38]. Together with the decreased expression of tubulin genes, these effects of *L. plantarum *MB452 on the ZO-1, CDK4 and CPSF2 genes may lead to decreased cell proliferation and contribute to the reported anti-proliferative effect of the VSL#3 product [39].

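CDK4, a kinase that drives entry into S phase, had a log2 fold change of -0.31 with MB452 (standard error 0.12, adjusted p = 0.757 from limma), past the study's threshold. Its mean log2 ratio was 0.32 ± 0.24 (SD, n = 2) in the control pools and 0.012 ± 0.031 (SD, n = 2) in the MB452 pools, and it was not past the threshold with the high scan alone, the slide as a random block, quantile scaling, a fold over 1.5 or the most variable feature, nor without control pool A, MB452 pool A or MB452 pool B. The same held with the low scan for saturated spots and with the low scan of MB452 pool A left out, both chosen after seeing the data.

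In a list of S phase and DNA replication genes, 7 of 24 measured members were lower, none was higher and 17 did not pass. PCNA, the sliding clamp of DNA polymerase, fell by 0.56 on the log2 scale (standard error 0.16), TYMS, thymidylate synthase, by 0.37 (standard error 0.11), GINS2 by 0.35 (standard error 0.091) and RFC4 by 0.31 (standard error 0.057). In the mitosis list 5 of 27 were lower and none higher, with BIRC5, the gene for survivin, at -0.45 (standard error 0.11), CENPA, a centromeric histone, at -0.32 (standard error 0.12), CDKN3 at -0.31 (standard error 0.056) and HMMR at -0.29 (standard error 0.072). CENPA was not past the threshold with the high scan only, quantile scaling, a fold over 1.5 or the most variable feature, nor in 3 of the 4 fits with 1 pool left out, and PCNA and GINS2 were not in 2 of these fits. Leaving aside the fold over 1.5, TYMS was not past the threshold in 3 settings with all 4 pools, and it lost its call in a fit with 1 pool left out. The medians were -0.19 for S phase and -0.11 for mitosis, with camera adjusted p of 4.94e-10 and 1.68e-09. With an estimated correlation the adjusted p was 0.418 for both lists, and no member had an adjusted p under 0.05 over its list alone or over all genes. Without MB452 pool B the lower genes were 3 for S phase and 1 for mitosis.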

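CPSF2 had a log2 fold change of -0.12 (standard error 0.056, adjusted p = 0.781 from limma) and did not pass the study's threshold. Its features had -0.21 and -0.034. The mean log2 ratio was 0.20 ± 0.0011 (SD, n = 2) in the control pools and 0.076 ± 0.040 (SD, n = 2) in the MB452 pools, so both MB452 pools lay below both control pools.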

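In a list of NF-kB pathway members and targets, 1 of 23 measured genes passed the study's threshold with MB452, NFKBIE, an inhibitor of NF-kB, which was higher but not past the threshold in 3 of the 4 fits with 1 pool left out. NFKBIA, another inhibitor and early target of NF-kB, had a log2 fold change of 0.26 (standard error 0.083), NFKB1 had -0.035 (standard error 0.061), RELA had 0.011 (standard error 0.069) and TNF had -0.020 (standard error 0.055). The list median was -2.09e-04 and its mean 0.021 (camera adjusted p = 0.304, and 0.0050 without control pool B, where the adjusted p was 0.62 with an estimated correlation). Of 26 genes of innate immune receptors and effectors none passed (median -0.0055, camera adjusted p = 0.879). DEFB4A, the gene for beta defensin 2, had 0.014 (standard error 0.059, adjusted p = 0.972 from limma). None of 12 PPAR genes and targets passed (median 0.021, mean -0.0021, camera adjusted p = 0.879). PPARG had 0.22 (standard error 0.15, adjusted p = 0.816), less than the spread between the control pools (SD 0.32, n = 2), and -0.0066 without control pool B, but 0.444 (adjusted p = 0.0385) and past the threshold without control pool A. With all 4 pools no gene of the 3 lists had an adjusted p under 0.05 over its list alone or over all genes. Whether these genes were detected over background was not assessed, so small values do not show that expressed genes were unchanged.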

*L. plantarum *MB452 did not alter the expression levels of other genes and pathways that have been affected by some probiotic bacteria, such as the NF-κB pathway [33], PPARγ [40,41], innate immune response pathway [42], or human β defensin-2 [43]. This indicates that, unlike some other probiotic bacteria, *L. plantarum *MB452 does not seem to exert its beneficial effect by regulating host immune responses in healthy intestinal cells.

In this study using *L. plantarum *MB452 alone, only certain effects previously associated with VSL#3 were observed. VSL#3 is a mixture of *L. plantarum, L. casei, L. acidophilus, L. delbrueckii *subspecies *bulgaricus, B. longum, B. breve, B. infantis *and *Streptococcus thermophilus*, and is likely that each bacterial species has a range of effects. A previous study indicated that of the bacterial strains present in VSL#3, the culture supernatant of *B. infantis *was associated with the greatest increase in TEER across Caco-2 cells compared to untreated controls [15]. Of the VSL#3 lactobacilli, *L. plantarum *MB452 produced the supernatant with the greatest effect of TEER, which is in agreement with previous work that showed the beneficial effects of *L. plantarum *MB452 supernatant [44]. Other studies indicated that the anti-inflammatory effects of VSL#3 are, at least partially, due to VSL#3 bifidobacteria decreasing the abundance of the pro-inflammatory cytokine IL-8 [45] and *L. casei *in VSL#3 reducing the abundance the pro-inflammatory cytokine interferon gamma-induced protein 10 [46]. 

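CXCL8, the gene for IL-8, had a log2 fold change of -0.040 with MB452 (standard error 0.059, adjusted p = 0.889 from limma). Its mean log2 ratio was 0.082 ± 0.050 (SD, n = 2) in the control pools and 0.041 ± 0.027 (SD, n = 2) in the MB452 pools. CXCL10, the gene for interferon gamma-induced protein 10, had 0.059 (standard error 0.054, adjusted p = 0.831), with -0.0043 in the high scan and 0.12 in the low scan. Neither passed the study's threshold, and whether they were detected over background was not assessed.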

The genes encoding for these cytokines were not altered in response to *L. plantarum *MB452 in the present study.

## Conclusions

The data presented in this study shows that a probiotic, *L. plantarum *MB452, enhanced intestinal barrier function by affecting the expression of genes in the tight junction signalling pathway in health intestinal epithelial cells, in particular the genes encoding occludin and its associated plaque proteins, ZO-1, ZO-2 and cingulin. Further studies will investigate the function of these key genes and evaluate their role in *L. plantarum *MB452 mediated changes in intestinal barrier function. These results also highlight that changes in intestinal barrier function may also be linked to changes in tubulin and/or proteasome gene expression. Further targeted studies will investigate whether these gene expression changes are important in the observed enhanced intestinal barrier function, and, if so, the mechanisms involved. The long-term aim is to understand the way in which bacteria increase tight junction integrity in order to develop probiotic foods that enhance intestinal barrier function and therefore improve human wellness.

## Methods

### Bacterial strains

*Lactobacillus plantarum *MB452 [47] was isolated from VSL#3 (Orphan Australia Pty Ltd, Berwick, Australia). A sachet of VSL#3 powder was suspended in 50 mL of sterile water and the culture was streaked on MRS agar plates (de Man, Rogosa and Sharpe Broth, Difco, Sparks, USA) and incubated aerobically at 30°C, 37°C and 42°C and anaerobically at 37°C. Colony morphologies were recorded and sample colonies from each plate were sub-cultured into Brain Heart Infusion broth (Difco, USA) with 30% glycerol for storage at -85°C. As described in Additional File 2, colonies with similar morphology were compared using pulse-field gel electrophoresis and representatives of each profile were identified based on their 16 s rRNA sequences.

### Mammalian cell culture

Caco-2 cell (HTB-37; ATCC) stock cultures were grown in T75 flasks in M199 tissue culture medium with 10% foetal bovine serum (GIBCO, Invitrogen Corporation, Auckland, NZ), 1% non-essential amino acids (MEM non-essential amino acids 100× solution, Sigma-Aldrich, St Louis, USA) and 1% penicillin-streptomycin (10,000 units penicillin G sodium salt and 10000 g streptomycin sulphate in 0.85% saline, GIBCO, Invitrogen Corporation, Auckland, NZ) at 37 C in 5% CO_2_. The media was replaced every 3 to 4 days and the cells were subcultured weekly at a ratio of 1:3. Caco-2 cells with a passage number of 30 to 35 were used for all experiments.

### Trans-epithelial electrical resistance assay

Caco-2 cells were seeded onto 14 mm collagen membrane inserts (Cellagen™ Discs CD-24, MP Biomedicals, Ohio, USA) at a density of 10^5 ^cells/insert. Each insert was placed in a well in a 12-well plate with 1 mL of media in the bottom and 250 µL media in the top. The media was replaced every 2 to 3 days. Confluent Caco-2 monolayers (5 days old) were used for the majority of the TEER experiments; except for the TEER experiment done in parallel with the gene expression experiment where differentiated Caco-2 monolayers were used (18 days old). All Caco-2 monolayers had initial TEER values of greater than 300 ohms.cm^2^. The Caco-2 monolayers were prepared the day before the TEER assay by removing the media, washing three times with PBS and adding M199 with 1% non-essential amino acids (without foetal bovine serum and penicillin-streptomycin) to ensure growth of the bacterial cells. To prepare the bacteria for the TEER assay, an overnight culture of bacterial cells (MRS broth, 37°C, 5% CO_2_) were collected by centrifugation (12,000 rpm for 5 minutes in a micro centrifuge), washed in phosphate buffered saline (PBS, pH 7.2), and suspended in M199 with 1% non-essential amino acids to the required optical density at 600 nm. After the initial resistance readings were taken on the day of the experiment, the media was removed from the top of the Caco-2 monolayers and replaced with the treatment solutions. For the controls, the spent media was replaced with fresh media (M199 and 1% non-essential amino acids). Each treatment was performed in quadruplicate and each assay was repeated three times.

Every two hours, each insert was lifted into an electrode chamber (ENDOHM-12 tissue culture chamber, World Precision Instruments, Florida, USA) using sterile tweezers and the resistance was measured using a voltohmmeter (EVOM Epithelial Tissue Voltohmmeter, World Precision Instruments, Florida, USA). The TEER was calculated from the resistance using the formula: TEER (Ω cm^2^) = (resistance (Ω) – background resistance (Ω)) × membrane area (cm^2^), where the background resistance was 14 and the membrane area was 1.54 cm^2^. The change in TEER for each insert was calculated using the following formula: change in TEER (%) = TEER (Ω cm^2^)/initial TEER (Ω.cm^2^) - 100 (%). The mean change in TEER was plotted against time, with the error bars showing the SEM. Treatments were compared in GenStat (Version 11.1.0.1575) using residual maximum likelihood analysis with an unstructured covariance model to take account of the repeated measures. Statistical differences between treatments were declared at a probability less than 0.05 whilst a probability between 0.05 and 0.1 was considered to represent a trend.

### Gene expression analysis

Caco-2 cells were seeded into all wells in 6-well plates at a density of 3 × 10^5 ^cells/well. The media was replaced every 3-4 days and the Caco-2 monolayers were grown for 18 days to allow them to differentiate. Six wells were treated with *L. plantarum *MB452 (OD 600 nm of 0.9) suspended in cell culture media (M199 and 1% non-essential amino acids) and six wells were treated with control media. After 10 hours of exposure (37°C, 5% CO_2_) the treatment solutions were removed and the monolayers were rinsed with PBS.

The total RNA was extracted from the Caco-2 cells using TRIzol, (Invitrogen, Auckland, New Zealand) and purified using RNeasy mini columns (QIAGEN, San Diego, CA, USA). An equal amount of RNA from three wells of the same treatment was pooled together to yield enough RNA for the gene expression analysis (microarray and qRT-PCR); two control pools and two pools treated with *L. plantarum *MB452. Equal amounts of RNA from all 12 wells were pooled together to make the reference RNA sample. A similar experimental design previously gave biologically relevant results [48,49]. RNA samples were labelled, amplified and hybridised to Agilent Technologies 44 k whole human genome oligonucleotide arrays (G4112A) according to the manufacturer's instructions. The Limma package in Bioconductor was used to analyse the microarray data [50]. Genes with a fold change greater than 1.2 and a modified p-value less than 0.05 were considered differentially expressed. Differentially expressed genes were clustered into functional groups and pathways using Ingenuity Pathway Analysis (IPA version 7.1; Ingenuity Systems Inc., Redwood City, CA, USA), and Gene Ontology categories and KEGG pathways using EASE (version 2.0)[51]. The raw microarray data have been deposited in the NCBI Gene Expression Omnibus under the GEO accession number GSE18372. Full details of the methods are given in Additional File 3.

The expression of tight junction-related genes differentially expressed from the microarray analysis was confirmed using qRT-PCR. The expression of seven target genes relative to three reference genes was assessed using the standard curve method. The reference genes (GAPD, SDHA and YWHAZ) were chosen based on the findings of Vandesompele *et al *[52] and their log ratios in the microarray data (close to 1; not differentially expressed). Five target genes (ZO-1, ZO-2, OCLN, CGN and ACTB) were chosen from the tight junction-related genes that were differentially expressed (all up-regulated) in the microarray analysis. The two other target genes, GJA7 and CLDN3, were chosen to be included because they were down-regulated and not differentially expressed, respectively, in the microarray analysis. The analysis was carried out as described in Additional File 3 and the data was analysed using Relative Expression Software Tool 2008 (version 2.0.7) with efficiency correction [53].

### Fluorescent microscopy

Caco-2 cells were grown on Lab Tek II Chamber Slides with Permanox™ coating (Nalge Nunc International Corp, Naperville, IL, USA) for 6 days until confluent. Caco-2 cells were treated with *L. plantarum *MB452 (OD 600 nm 0.9) or control media for 8 hours (n = 4 per treatment per antibody). After treatment, Caco-2 cells were rinsed twice with PBS, fixed in either 4% (w/v) paraformaldehyde for 20 minutes (for CGN and ZO-1) or ice cold 70% ethanol (for ZO-2 and OCLN), quenched with 50 mM NH_4_Cl (in PBS) for 15 minutes, and blocked with blocking solution (2% (v/v) foetal bovine serum, 1% sheep serum albumin, 0.1% Triton X-100, 0.05% Tween 20 in PBS, pH 7.2) for 20 minutes. Caco-2 cells were then immuno-stained with the primary antibodies (2.5 µg/mL rabbit anti-ZO-1, 1.25 µg/mL rabbit anti-ZO-2, 2.5 µg/mL rabbit anti-occludin, 1 µg/mL rabbit anti-cingulin; Zymed, Invitrogen, NZ) in blocking solution for 1 hour, followed by a PBS wash (0.1% Triton X-100, 0.05% Tween 20 in PBS) to reduce non-specific staining, and the secondary antibody, Alexa Fluor 488 goat anti-rabbit IgG (5 µg/mL for ZO-2, 10 µg/mL for rest; Invitrogen, NZ) in blocking solution for 1 hour. The slides were imaged with a fluorescent microscope (Leica DM2500 microscope, Leica DFC420C camera) with the following settings: exposure 1.1 ms, saturation 2.25, gamma 1.52, gain 8.4× and magnification 40×. The images were viewed using LAS Image Overlay software (Leica Application Suite v1.8.2).

## Authors' contributions

RCA, ALC, WCM and NCR designed the research; RCA, ALC, ZP, MJM and WJK conducted some of the research; All authors analysed the data; RCA and NCR wrote the paper; RCA had primary responsibility for final content; All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Summary of microarray analysis**. Contains Tables S1, S2 and S3 which summarise the differentially expressed IPA Functional Groups, Gene Ontology categories and KEGG pathways, respectively. Click here for file

Additional file 2 **Identification of *L. plantarum *MB 452 from VSL#3**. Describes the Pulse-field gel electrophoresis and 16 s sequencing methods used to identify *L. plantarum *MB 452. Click here for file

Additional file 3 **Analysis of gene expression of Caco-2 cells treated with *L. plantarum *MB452**. Describes the microarray analysis and qRT-PCR analysis. Include Table S4 showing the qRT-PCR primers. Click here for file

# Supplementary material for: Lactobacillus plantarum MB452 enhances the function of the intestinal barrier by increasing the expression levels of genes involved in tight junction formation
**Source:** BMC Microbiol. 2010 Dec 9;10:316. doi: 10.1186/1471-2180-10-316
**Supplement:** Additional file 1 — Summary of microarray analysis. Contains Tables S1, S2 and S3 which summarise the differentially expressed IPA Functional Groups, Gene Ontology categories and KEGG pathways, respectively.

**Additional File 1 – Summary of Microarray Data Analysis**

**Table S1.** Top ten Functional Groups (Ingenuity Pathway Analysis) differentially expressed in Caco-2 cells in response to co-culturing with *L. plantarum* MB 452 for 10 hours.

| **Functional Group** | **p-value range** | **Number of differentially expressed genes** |
| --- | --- | --- |
| Cancer | 1.9 x 10-16 – 1.4 x 10-03 | 206 |
| Cell Signalling | 8.1 x 10-22 – 1.3 x 10-03 | 204 |
| Cellular Growth and Proliferation | 2.4 x 10-20 – 1.4 x 10-03 | 187 |
| Cell Death | 6.6 x 10-23 – 1.4 x 10-03 | 173 |
| Gene Expression | 2.4 x 10-15 – 9.1 x 10-04 | 138 |
| Cellular Development | 7.8 x 10-10 – 1.0 x 10-04 | 128 |
| Cell Cycle | 4.4 x 10-20 – 1.4 x 10-03 | 106 |
| Reproductive System Disease | 1.4 x 10-08 – 1.4 x 10-03 | 98 |
| Cellular Movement | 2.3 x 10-06 – 1.4 x 10-03 | 89 |
| Cell Morphology | 3.2 x 10-12 – 1.3 x 10-03 | 82 |

**Table S2.** Top ten Gene Ontology categories differentially expressed in Caco-2 cells in response to co-culturing with *L. plantarum* MB 452 for 10 hours.

| **Gene Category** | **P-value** |
| --- | --- |
| GO:0005622 intracellular | 2.39 x 10-11 |
| GO:0044424 intracellular part | 2.47 x 10-9 |
| GO:0005634 nucleus | 5.70 x 10-8 |
| GO:0043170 macromolecule metabolic process | 6.95 x 10-8 |
| GO:0043231 intracellular membrane-bound organelle | 9.14 x 10-8 |
| GO:0043227 membrane-bound organelle | 9.95 x 10-8 |
| GO:0043226 organelle | 2.53 x 10-7 |
| GO:0043229 intracellular organelle | 3.77 x 10-7 |
| GO:0043283 biopolymer metabolic process | 8.82 x 10-7 |
| GO:0008134 transcription factor binding | 4.13 x 10-6 |
| GO:0005515 protein binding | 8.40 x 10-6 |

**Table S3.** KEGG pathways differentially expressed in Caco-2 cells in response to co-culturing with *L. plantarum* MB 452 for 10 hours.

| **KEGG pathway** | **P-value** | **Official Gene Symbol** |
| --- | --- | --- |
| hsa05220:Chronic myeloid leukemia | 0.0093 | CBL; CCND1; CDK6; CTBP1; CTBP2; E2F2; E2F3; GAB2; NFKBIA; TGFBR2 |
| hsa04115:p53 signaling pathway | 0.0354 | BAX; BBC3; CCNB1; CCND1; CDK6; IGFBP3; RRM2; TNFRSF10B |
| hsa04530:Tight junction | 0.0405 | ACTN4; CGN; CLDN3; CSDA; MYH9; OCLN; PPP2CA; PRKCZ; TJP1; TJP2; VAPA; YES1 |
| hsa04920:Adipocytokine signaling pathway | 0.0484 | IRS1; NFKBIA; NFKBIE; PCK1; POMC; PPARA; PRKAB2; TNFRSF1A |

# Supplementary material for: Lactobacillus plantarum MB452 enhances the function of the intestinal barrier by increasing the expression levels of genes involved in tight junction formation
**Source:** BMC Microbiol. 2010 Dec 9;10:316. doi: 10.1186/1471-2180-10-316
**Supplement:** Additional file 2 — Identification of L. plantarum MB 452 from VSL#3. Describes the Pulse-field gel electrophoresis and 16 s sequencing methods used to identify L. plantarum MB 452.

**Additional File 2.** Identification of *L. plantarum* MB 452 from VSL#3

**Pulse-field gel electrophoresis**

Colonies with similar morphology were compared using pulse-field gel electrophoresis to determine if they were the same organism. A 1% (v/v) inoculum of a stationary phase culture was added to 10 mL of fresh MRS broth and allowed to grow overnight. Cells from 1.5 ml samples of the culture were harvested by centrifugation, washed once in 1M NaCl, 10 mM Tris.Cl (pH 7.6), and suspended in 300 µL of the same solution. This was mixed with an equal volume of 2% low melting point agarose (Bio-Rad Laboratories, Richmond, CA.) in 0.125 M EDTA (pH 7.6), and left to solidify in moulds (Bio-Rad). Agarose blocks were removed from the moulds and the cells were lysed by incubating the agarose blocks for 18 hours at 37°C in EC buffer (1 M NaCl, 6 mM Tris.Cl, 100 mM EDTA, 1% (w/v) sarkosyl, pH 7.6) containing 5 mg/mL lysozyme. The agarose blocks were then incubated with proteinase K (1 mg/mL in 0.5 M EDTA, 1% sarkosyl, pH 8.0) for 24 hours at 37°C, and with 1 mM phenylmethylsulfonyl fluoride (PMSF) in TE 10/1 (10 mM Tris.Cl, 1 mM EDTA, pH 8.0) for 2 hours at 37°C. After treatment the agarose blocks were stored in TE 10/100 (10 mM Tris.Cl, 100 mM EDTA, pH 8.0) at 4°C until required.

Slices (1-2 mm) were cut from the agarose blocks with a sterile coverslip, and washed twice with gentle shaking in TE 10/0.1 (10 mM Tris.Cl, 0.1 mM EDTA, pH 8.0) at room temperature. Slices were transferred to microcentrifuge tubes, washed once at 4°C with restriction enzyme buffer, and incubated for 16-18 hours with the appropriate restriction enzyme in a total volume of 100 µL. The enzymes used to differentiate strains of the lactobacilli were AscI and I-CeuI (New England Biolabs, Beverly, MA). Following digestion, the slices were washed once with TE 10/1 for one hour at 4°C and loaded into the wells of a 1% agarose gel (Bio-Rad pulsed field certified agarose prepared in 0.5X Tris-borate buffer). The wells were sealed with agarose and the gel run in 0.5X Tris-borate buffer using a CHEF DR III pulsed-field gel electrophoresis apparatus and model 1000 mini chiller (Bio-Rad). Gels were run at 200V for 20 hours at 14°C, and with the pulse time ramped from 1 to 30 seconds for AscI digests, and from 10 to 100 seconds for I-CeuI digests. Multimers of bacteriophage lambda prepared for use as pulsed-field gel molecular size standards (New England Biolabs) were used to give an indication of fragment sizes. Gels were stained with Gelstar nucleic acid gel stain (Cambrex Bio Science, Rockland, ME), destained with water, and photographed using a Kodak Gel Logic 200 Imaging System (Eastman Kodak, Rochester, NY).

**16s sequencing**

Representatives of each pulse-field gel electrophoresis profile were identified based on their 16s rRNA sequences. From the isolated genomic DNA the 16S rRNA was amplified using with FD1 (5'- AGAGTTTGATCCTGGCTCAG-3') and RD1 (5’-AAGGAGGTGATCCAGCC-3’) primers and PCR supermix (Invitrogen, Auckland) using a Thermo Hybaid PX2 thermocycler (Thermo Electron Corporation) and purified using a QIAquick PCR purification kit (QIAGEN). The florescent labelled DNA was prepared using PCR with Big Dye Terminator v3.1 Cycle Sequencing kit (Applied Biosystems) and purified using ethanol/EDTA precipitation. The DNA sequencing was carried out by the Allan Wilson Centre Genome Service at Massey University, Palmerston North, New Zealand. The DNA sequence contigs were aligned using the ContigExpress Vector NTI software (Invitrogen). The determined sequences were compared to known bacterial sequences using the NCBI Blast database.

# Supplementary material for: Lactobacillus plantarum MB452 enhances the function of the intestinal barrier by increasing the expression levels of genes involved in tight junction formation
**Source:** BMC Microbiol. 2010 Dec 9;10:316. doi: 10.1186/1471-2180-10-316
**Supplement:** Additional file 3 — Analysis of gene expression of Caco-2 cells treated with L. plantarum MB452. Describes the microarray analysis and qRT-PCR analysis. Include Table S4 showing the qRT-PCR primers.

**Additional file 3.** Analysis of gene expression of Caco-2 cells treated with *L. plantarum* MB452

**Microarray analysis**

The total RNA was extracted from the Caco-2 cells using TRIzol (Invitrogen, Auckland, New Zealand) according to the manufacturer’s instructions. The extracted RNA was then precipitated by the addition of 1 L glycogen (5 mg/mL), 0.1 volumes 3M sodium acetate and 2.5 volumes 100% ethanol and incubated at -85C for 30 minutes prior to centrifugation (12000g for 30 minutes). The pellet was washed with 100% ethanol and recollected (12000g for 20 minutes) three times. The RNA quantity and purity was determined using a Nanodrop ND-1000 spectrophotometer (Nanodrop Technologies, Wilmingtom, DE, USA), to ensure the samples had an OD260nm/OD230nm ratio > 1.8. The extracted RNA was purified using RNeasy mini columns (QIAGEN, San Diego, CA, USA) and RNA quality was assessed using an RNA 6000 NanoLabChip kit with the Agilent 2100 Bioanalyser (Agilent Technologies, Palo Alto, CA, USA). For microarray analysis, all samples were required to have had an OD260nm/OD280nm ratio, a Bioanalyser 28s/18s peak ratio > 1.5 and a RNA integrity number (RIN) > 8.

An equal amount of RNA from three wells of the same treatment was pooled together to yield enough RNA for the gene expression analysis (microarray and qRT-PCR); two control pools and two pools treated with *L. plantarum* MB452. Equal amounts of RNA from all 12 wells were pooled together to make the reference RNA sample. The RNA samples were labeled using the Agilent Low RNA Input Linear Amplification Kit (5183-3523). The total RNA (500 ng) was amplified and reverse transcribed to cDNA using T7-polymerase. The cDNA was labeled with either cyanine3 (reference sample) or cyaninine5 (experimental samples) labeled CTP dye (Perkin-Elmer/NEN Life Sciences, Boston, MA, USA). Dye incorporation was analyzed using a Nanodrop ND-1000 spectrophotometer to ensure all samples had a yield of > 825 ng of cRNA and specific activity of > 8 pmol dye/µg cRNA.

The amplified and fluorescently-labeled cRNA were hybridized using the Agilent oligonucleotide microarray *in situ* hybridization kit (5184-3568). Experimental and reference cRNA (750 ng of each) was mixed with the control target, fragmented for 30 minutes at 60C in the dark and hybridized onto Agilent Technologies 44k whole human genome oligonucleotide arrays (G4112A) in a rotation oven at 60C, at 4 rpm for 17 hours. Following hybridization the chambers were dissembled and the microarray slides were washed in Agilent Wash Solutions I, II and III, and air dried. The slides were scanned using a GenePix Professional 4200A scanner (Molecular Devices, Sunnyvale, CA, USA). Each slide was scanned at two photomultiplier tube (PMT) voltages intensities - a high scan of approximately 600 PMT, and a low scan of approximately 450 PMT. The values from these two scans were combined to give a single set of data using a modified version of the method of Lyng *et al* [1]. The high intensity scan values were used for all spots except those nearing saturation. For higher intensity spots, the low intensity scan values were substituted into the equation describing the linear relationship between the low and high scans and the resultant reading used. Spot identification and quantification was performed with GenePix 6.0 software (Molecular Devices). The images were also manually checked and any poor quality spots were removed before statistical analysis.

The Limma package in Bioconductor was used to analyze the microarray data [2]. No background correction was used as image analysis of the foreground and background fluorescence intensity measurements did not detect any relationship. The data were normalized using a loess smoothing procedure to remove systematic spatial effects, and internal Agilent control spot values (Pro25G and EQC) were removed before further analysis. For each spot, a modified t-test was calculated using an empirical Bayes approach [3]. Genes with a fold change greater than 1.2 and a modified p-value less than 0.05 were considered differentially expressed. Differentially expressed genes were clustered into functional groups and pathways using Ingenuity Pathway Analysis (IPA version 7.1; Ingenuity Systems Inc., Redwood City, CA, USA), Gene Ontology categories and KEGG pathways using EASE (version 2.0)[4].

**qRT-PCR analysis**

The expression of tight junction-related genes differentially expressed from the microarray analysis was confirmed using qRT-PCR. For this analysis, individual well samples, not pools (as in the microarray analysis), were used. All reagents (LightCycler 480 ProbesMaster), instruments (LightCycler 480) and software (Universal ProbeLibrary) were obtained from Roche Applied Sciences (Auckland, NZ), unless otherwise stated. 500 ng of total RNA isolated from CaCo-2 cells (from the microarray experiment) was treated with DNase I (Ambion DNA-free™ kit, Applied Biosystems, NZ) following the manufacturer's guidelines. The total RNA (purity 1.8–2.0) was reverse transcribed into cDNA with the Transcriptor First Strand cDNA Synthesis Kit (Roche Applied Science, NZ) using random hexamers according to the manufacturer's protocol. The cDNA was stored at -20°C prior to qRT-PCR.

The expression of seven target genes relative to three reference genes was assessed using the standard curve method. Primers and probes for all genes were designed using Universal ProbeLibrary software (Supplemental Table 1). The reference genes (GAPD, SDHA and YWHAZ) were chosen based on the findings of Vandesompele *et al* [5] and their log ratios in the microarray data (close to 1; not differentially expressed). Five target genes (ZO-1, ZO-2, OCLN, CGN and ACTB) were chosen from the tight junction-related genes that were differentially expressed (all up-regulated) in the microarray analysis. The two other target genes, GJA7 and CLDN3, were chosen to be included because they were down-regulated and not differentially expressed, respectively, in the microarray analysis.

A serial dilution of cDNA (1:10, 1:50, 1:100, 1:500 and 1:1000) from each treatment was used to generate standard curves for all genes. A 1:25 dilution of cDNA from each treatment was used to determine the expression. Appropriate no-template and genomic DNA controls were used. All reactions were prepared in duplicate and included 5.0 µL cDNA, 3.8 µL genomic-grade water, 0.4 µL probe (10 µM), 0.4 µL forward primer (20 µM), 0.4 µL reverse primer (20 µM), 20 µL LightCycler 480 ProbesMaster mix in a 96 well optical plate and covered with an optical adhesive cover. The PCR thermal cycling conditions were; 95°C for 10 seconds, 45 cycles of 95C for 10 seconds, 60C for 30 seconds and 72C for 1 second, and finally 40C for 10 seconds. The data was analyzed using Relative Expression Software Tool (REST 2008) version 2.0.7 with efficiency correction [6].

1. Lyng H, Badiee A, Svendsrud DH, Hovig E, Myklebost O, Stokke T: **Profound influence of microarray scanner characteristics on gene expression ratios: analysis and procedure for correction**. *BMC Genomics* 2004, **5**(1):10.

2. Smyth G: **Limma: linear models for microarray data**. In: *Bioinformatics and Computational Biology Solutions using R and Bioconductor.* Edited by Gentleman R, Carey V, Dudoit S, Irizarry R, Huber W. New York: Springer; 2005: 397–420

3. Smyth GK: **Linear Models and Empirical Bayes Methods for Assessing Differential Expression in Microarray Experiments**. *Statistical Applications in Genetics and Molecular Biology* 2004, **3**(1):Article 3.

4. Hosack DA, Dennis G, Jr., Sherman BT, Lane HC, Lempicki RA: **Identifying biological themes within lists of genes with EASE**. *Genome Biol* 2003, **4**(10):R70.

5. Vandesompele J, De Preter K, Pattyn F, Poppe B, Van Roy N, De Paepe A, Speleman F: **Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes**. *Genome Biol* 2002, **3**(7):34.

6. Pfaffl MW, Horgan GW, Dempfle L: **Relative expression software tool (REST) for group-wise comparison and statistical analysis of relative expression results in real-time PCR**. *Nucleic Acids Res* 2002, **30**(9):e36.

**Table S4.** Primers and probes used for qRT-PCR designed using Universal ProbeLibrary software (www.roche-applied-science.com/sis/rtpcr/upl/index.jsp).

| **Gene** | **Gene ID** | **Primer/probe a** | **Sequence** |
| --- | --- | --- | --- |
| GAPD b | NM_002046.3 | Forward | agccacatcgctcagacac |
|  |  | Reverse | gcccaatacgaccaaatcc |
|  |  | Probe | TGGGGAAG (60) |
|  |  |  |  |
| SDHA b | NM_004168.1 | Forward | agaagccctttgaggagca |
|  |  | Reverse | cgattacgggtctatattccaga |
|  |  | Probe | GGAGGAAG (69) |
|  |  |  |  |
| YWHAZ b | NM_003406.2 | Forward | cgttacttggctgaggttgc |
|  |  | Reverse | tgcttgttgtgactgatcgac |
|  |  | Probe | TGGTGATG (9) |
|  |  |  |  |
| GJA7 c | NM_005497 | Forward | cccaggctcaagcaatca |
|  |  | Reverse | aacagaattagccgagtatggtg |
|  |  | Probe | AGCTGGA (33) |
|  |  |  |  |
| ZO-1 c | NM_003257.3 | Forward | cagagccttctgatcattcca |
|  |  | Reverse | catctctactccggagactgc |
|  |  | Probe | CAGCAGCC (66) |
|  |  |  |  |
| ZO-2 c | NM_004817.2 | Forward | ggccaggttacagagaatgc |
|  |  | Reverse | gcttctgggcaatttcgat |
|  |  | Probe | GCTCCAGG (1) |
|  |  |  |  |
| CLDN3 c | NM_001306 | Forward | ctacgaccgcaaggactacg |
|  |  | Reverse | gtggtggtgttggtggtg |
|  |  | Probe | CCACCACC (77) |
|  |  |  |  |
| CGN C | NM_020770.1 | Forward | gcaagatgcaacccagga |
|  |  | Reverse | agtctcctccagctccctct |
|  |  | Probe | GGCAGAAG (29) |
|  |  |  |  |
| OCLN c | NM_002538.2 | Forward | aggaaccgagagccaggt |
|  |  | Reverse | caatgccctttagcttccaa |
|  |  | Probe | GCAGCAAA (84) |
|  |  |  |  |
| ACTB c | NM_001101.2 | Forward | ccaaccgcgagaagatga |
|  |  | Reverse | ccagaggcgtacagggatag |
|  |  | Probe | CCAGGCTG (64) |

a probe number refers to Roche UPL code

b reference gene

c target gene

How the deposited data were processed for this re-analysis (not part of the article)

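RNA from 2 pools of control Caco-2 cells and 2 pools of Caco-2 cells exposed to L. plantarum MB452, each of 3 wells, was hybridised on 4 slides against a common reference. The authors quantified each scan in GenePix, removed poor spots by hand, applied no background correction, normalized each array by loess in limma and removed control spots. The submitters' processing notes name limma with no version. The deposited values are log2 ratios of Cy5, the experimental sample, over Cy3, the reference, with a high and a low scan of each slide in separate columns. The base of the logarithm is not given in the sources used here and was read from the sizes of the differences. The authors combined the scans of a slide with intensities, which were not used here. All 8 columns of the table were used and 0 were left out.

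In limma 3.58.1 under R 4.3.3, each column was centred on its median, the scans of a slide were averaged (avearrays), and features with a value on all 4 slides were fitted with lmFit and eBayes, MB452 minus control, with no covariate. Rows of the table are numbered features with no probe name, so spots of 1 probe could be averaged only as features of 1 gene. Genes were named through the platform annotation, with symbols updated through gene identifiers where the RefSeq table of GRCh38.p14 held them (28992 of 29033 features with 1 symbol). Features with several symbols named no gene. The value of a gene is the mean over its features (avereps), 7373 of the 17969 genes having over 1. Calls used the study's threshold, a fold change over 1.2 and an unadjusted moderated p under 0.05, and Benjamini-Hochberg adjusted p over all features or genes are given beside them. Gene lists, 27 fixed from textbook knowledge and 9 taken from the study's tables, were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, with fry and with Fisher's exact test of called members, each adjusted over the 36 lists. At an estimated correlation camera rests on the few residual degrees of freedom of 4 slides. Its lowest adjusted p was 0.418, so a list that lost its call there is not told apart from any other.

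The main tests, the lists and most alternatives were written before the data were examined, while the tests of explanations and 4 of the settings were chosen afterwards. The named genes are every gene of the study's Tables 1, 2, 3 and S3 and those its text names, whose values in the paper had been seen, the 10 largest rises and 10 largest falls among genes past the threshold with both MB452 pools beyond both control pools in each scan, and in each list up to 4 members past the threshold with the largest change. CCN2, CYP51A1, GJA1, GJB2, NFKB1, PSAT1, RELA, SREBF2 and TNF lie outside this rule and were named after their values were seen.

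The fit was tested on simulated slides of 42142 features with the estimated spread of these slides. Noise was normal and drawn independently for each feature, with no repeated values of saturated spots. Of 50 features changed by each fold, 41 passed the study's threshold at 1.25-fold, 46 at 1.5-fold and 50 at 2-fold, and 38 reached an adjusted p under 0.05 at 2-fold. With no effect 907 features passed the study's threshold and 0 reached an adjusted p under 0.05. Alternatives covered the combination of the scans, centring, quantile scaling, missing values, features that differ between scans, the variance model, the fold minimum, the replicate letter as a block, each pool left out and the choice of feature for a gene. No intensities or background values were used, so no value per feature gives its signal over background.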

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

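The tests of explanations in this part were written after the results were seen, although the count for other groupings of the slides had itself been planned. Groups of 2 pools are too small to judge single outlying pools. Control pool B had the widest columns, with an SD over features of 0.222 in the high scan and 0.216 in the low scan. The other columns had at most 0.190. Its correlations with the other pools were 0.381 to 0.453.

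In several lists fixed beforehand, median log2 fold changes lay to one side of those of the other genes in camera. The median log2 fold change was -0.188 for S phase and DNA replication, -0.112 for mitosis, -0.0873 for oxidative phosphorylation, -0.132 for cytosolic ribosomal proteins and -0.0697 for enterocyte differentiation. It was 0.102 for immediate early genes, 0.0720 for cholesterol synthesis and 0.0559 for the amino acid and endoplasmic reticulum stress response. Each list had a camera adjusted p under 0.05. None had one with an estimated correlation, but that test has few residual degrees of freedom with 4 slides and passed no list at all. No single gene passed the study's threshold in the lists of oxidative phosphorylation, ribosomal proteins and enterocyte differentiation. Of single genes, EGR1 had the largest rise with a log2 fold change of 1.32 and G0S2 the largest fall with -1.02.

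For the 883 features past the study's threshold, the other groupings of the slides, 2 against 2, gave at most 487. Only 3 splits exist, 1 of which (the real one) reached the real count, so the splits are too few for a share under 0.05. A single set of simulated slides with the same spread and no effect gave 907. Its features were drawn independently, so it does not show how far the count varies by chance on real slides.

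Of 20 measured tubulin genes 5 were lower past the study's threshold, 15 did not pass, and several are among the brightest features. A fall of bright features as a whole was tested in the low scan on the other 777 features that were saturated in the high scan on all 4 slides and not in the low scan. Their median log2 fold change was -0.0726, with a 5th percentile of -0.313, while the 4 tubulin features of that brightness lay between -0.538 and -0.323. The low scan of MB452 pool A has the longest lower tail, and with MB452 pool B alone in that comparison the tubulin median was -0.300 against a median of -0.0313 and a 5th percentile of -0.280 in the other features, with 3 of the 4 tubulin features below that percentile. Bright features as a whole therefore did not fall by as much. All 4 tubulin features are of genes of Table 3, which the study chose as lower on these slides, and for bright spots it used low scan values. That choice favours a place below the other bright features, so the comparison is not independent evidence of a change in tubulins. Without the low scan of MB452 pool A, 2 tubulins passed in place of 5, and 1 of Table 3 in place of 4. In that setting pool A keeps only its high scan, where features of TUBA1B, TUBA1C and TUBB4B hold the repeated value of saturated spots. A loss of their calls is therefore partly built in, and dependence on that scan cannot be judged for them. For the proteasome list 2 features were that bright, with a median of -0.153, and its brightness was otherwise not measured. An effect of MB452 on tubulin transcripts stays open, with 2 pools a group and no tubulin at an adjusted p under 0.05 in limma over all genes.

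Ribosomal protein genes had 38 of 38 negative log2 fold changes, although none passed the study's threshold. A candidate explanation is the repeated value of saturated spots, since 47 of their 93 features were saturated in both scans on all 4 slides. Such features have a fixed difference of -0.00745 in the high scan and -0.257 in the low scan, of which the mean, -0.132, is the list's median. Without features saturated in the high scan the median of the 14 genes left was -0.0418 (camera adjusted p = 0.21), and in the low scan without features saturated in it the list median was -0.0571 (camera adjusted p = 0.19). The 12 ribosomal features saturated in the high scan and not in the low scan had a median of -0.0668 in the low scan, close to that of the other bright features. The list's shift is therefore not read as a change in expression. The fixed difference in the low scan comes from MB452 pool A. Before centring, the repeated value there was -0.744, against -0.201 and -0.0845 in control pools A and B and -0.0527 in MB452 pool B. For saturated features a bias of that scan and the repeated value are therefore not separate explanations. Without that scan the list median (-0.0175) was still fixed by saturated values, so a bias of the scan beyond them could not be judged. No biological explanation was tested.

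Immediate early genes had a positive log2 fold change in 19 of 21 measured members, 5 of them past the study's threshold. If 1 pool alone carried this, leaving it out would bring the list to 0. The lowest median with any 1 pool left out was 0.0850, and camera gave an adjusted p of at most 0.0032 in these settings, which argues against 1 pool as the whole source of the list's shift. The single calls were less stable, with 1 gene higher without MB452 pool B, and 2 higher and 1 lower without control pool A. With an estimated correlation the adjusted p in these settings was 0.59 to 0.78. A response to MB452 stays open as a hypothesis, as do differences in handling between the pools of each group, which were not tested.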

How the results depend on the processing

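The count of features past the study's threshold (883) was 22 with a fold over 1.5, 2317 with no fold minimum, and 1166 to 4517 with 1 pool left out, where the lone pool is assumed to vary like the others. The count of genes (343) was 7 and 1166 under those folds, 583 with the most variable feature of each gene, and 376 to 1685 with 1 pool left out. Features at an adjusted p under 0.05 (0) numbered 1 with the slide as a random block and 0 to 2200 with 1 pool left out. Of the genes of Table 1 (5), 3 passed with the slide as a random block, 0 with a fold over 1.5, 11 with no fold minimum, 8 with the most variable feature and 2 to 5 with 1 pool left out. Of the tubulins (5), 1 passed with the high scan only, 3 with the slide as a random block, 0 with a fold over 1.5, 11 with no fold minimum, 8 with the most variable feature, 2 with the low scan of MB452 pool A left out (chosen after seeing the data) and 2 to 6 with 1 pool left out. Of the proteasome genes (1), 0 passed with the high scan only, the slide as a random block, no median centring, a fold over 1.5 and the low scan for saturated spots (chosen after seeing the data), 3 with the low scan only, with or without features saturated in it (the latter chosen after seeing the data), 2 with quantile scaling, the feature of the RefSeq ID and the most variable feature, 10 with no fold minimum and 0 to 4 with 1 pool left out. Of the tight junction lists (2), 0 passed with a fold over 1.5, 6 with no fold minimum, 5 with the most variable feature and 2 to 6 with 1 pool left out. Lists fixed beforehand with a camera adjusted p under 0.05 (13) numbered 7 with the high scan only, 0 with an estimated correlation, 0 with fry and 7 to 13 with 1 pool left out. The causes were not tested. Other settings kept each count within 1.5 times. The list tests were not run with the slide as a random block.

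The pool letters A and B do not pair the pools by the paper or labels, and deviations of the A pools correlated at -0.016 across features. With the letter as a replicate block 1061 features and 446 genes passed the threshold, with 5 genes of Table 1, 5 tubulins, 1 proteasome gene, 3 tight junction genes and 13 lists. No direction of the 57 named genes past the threshold turned in the settings that held the gene. This was fixed in part beforehand. The largest rises and falls were picked with the pools apart in each scan, and settings such as the fold minimum leave the log2 fold change as it was. The value of TUBA1B with the high scan only (-0.00745) is that of saturated spots. Of the 57, 50 were not past the threshold with a fold over 1.5 and 11 with the slide as a random block, and others lost it with 1 pool left out. Signal over background was not measured here, so the depth of single features is unknown.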

Differences from the paper's values

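The study gives 627 decreased genes, and 337 features were lower past its threshold here. The counts were within 1.5 times of each other with the high scan only (419), the low scan only (518), the slide as a random block (565), the replicate block (522), and without control pool B (732), MB452 pool A (465) or MB452 pool B (693) and not in the other alternatives set before the data were examined that give this count. With the high scan, and the low scan for saturated spots, 817 features were higher and 447 lower. Both lie within 1.5 times of the study's 554 and 627. That setting was chosen after seeing the data, and resembles the study's combination of scans in taking the low scan for bright spots. The study's 19 tight junction genes stand against 5 here, of 16 analysed, and no alternative came within 1.5 times of 19. The other 3 could not pass here, and the 11 that passed with no fold minimum are within 1.5 times of the 16 analysed. The count of increased features, 546, lies within 1.5 times of the study's 554, but not with the high scan only (841), a fold over 1.5 (16), no fold minimum (1222) or without control pool A (1063). These are counts of features, and as genes 187 were higher and 156 lower here.

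Fold changes are signed, with a negative sign for lower in MB452, and differ where the log2 values lie further apart than the SD between pools. Of 32 genes compared, 31 had the sign of the paper and 22 differed. The paper tested each spot on the combined scans, while the values here are means over all features of a gene, so the measures are unlike. The SD comes from 2 pools a group and varies between genes (0.023 for PALS1, 0.122 for TUBB4B). A small gap can therefore count as a difference, and a larger one not. The exception in sign was PSMD12, 1.01 here and -1.25 in the paper, under every alternative further apart than the SD, although its sign was the paper's with the low scan only (-1.05) and without control pool A (-1.01). The sign of GJC1 was opposite to the paper's without control pool B (1.09). With the low scan only (1.03) and with the slide as a random block or a value in all 8 columns (1.00 for both) its lower feature dropped out, and these are values of its other feature alone. That of PARD6B was opposite with the high scan only (-1.14) and without control pool B (-1.05). VEGFA had 1.14 here against the paper's 1.39, and was within the SD without control pool B, with the feature of the RefSeq ID and with the most variable feature. ACTB had 1.07 here against the paper's 1.33, and no alternative set before the data were examined brought it within the SD. CGN had 1.14 here against the paper's 1.29, and was within the SD with the most variable feature. PARD6B had 1.05 here against the paper's 1.27, and was within the SD with the low scan only and without control pool A. ACTC1 had 1.12 here against the paper's 1.25, and was within the SD with the most variable feature. ITCH had 1.17 here against the paper's 1.25, and was within the SD with the most variable feature. TJP1 had 1.28 here against the paper's 1.23, and was within the SD with the low scan only, without control pool B and without MB452 pool B. VCL had 1.13 here against the paper's 1.22, and was within the SD without control pool B. PALS1 had 1.12 here against the paper's 1.20, and no alternative set before the data were examined brought it within the SD. CPSF2 had -1.09 here against the paper's -1.22, and no alternative set before the data were examined brought it within the SD. TUBA1B had -1.21 here against the paper's -1.45, and was within the SD with the low scan only. Its single feature was saturated in the high scan on all 4 slides. Its log2 value is therefore the mean of a fixed -0.00745 and of -0.538 in the low scan, where the paper's fold is -0.536. Averaging mixed the same fixed value into features of ACTB, TUBA1C, TUBA4A, TUBB4B and PSMB1. How much that adds to their differences was not tested. TUBA1C had -1.24 here against the paper's -1.35, and was within the SD with the low scan only, without MB452 pool B and with the most variable feature. TUBA3D had -1.14 here against the paper's -1.22, and was within the SD with the most variable feature. TUBA4A had -1.12 here against the paper's -1.27, and no alternative set before the data were examined brought it within the SD. TUBB had -1.17 here against the paper's -1.20, and was within the SD with the high scan only, without MB452 pool A and with the most variable feature. TUBB3 had -1.16 here against the paper's -1.20, and was within the SD with quantile scaling, without control pool B and with the most variable feature. PSMA4 had -1.10 here against the paper's -1.24, and no alternative set before the data were examined brought it within the SD. PSMB1 had -1.11 here against the paper's -1.21, and was within the SD with the low scan only. PSMB7 had -1.07 here against the paper's -1.28, and no alternative set before the data were examined brought it within the SD. CLDN3 had 1.06 here against the paper's 1.01, and was within the SD with the low scan only, without control pool A and without MB452 pool B. GJC1 had -1.08 here against the paper's -1.39, and was within the SD without control pool A and with the most variable feature. 

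The paper states that 8 tubulin and 7 proteasome genes were lower. Here 4 of 8 and 1 of 6 analysed passed the threshold as genes, and 7 and 2 of them had at least 1 feature past it. With no fold minimum all 8 tubulins and 2 of the 6 passed. Genes that the paper calls and that passed here only in other settings were CGN, ACTC1, TUBB3, TUBA3D and TUBA4A (no fold minimum, most variable feature), ITCH (these and without MB452 pool A), VCL, PALS1, TUBB and PSMB1 (no fold minimum), CD2AP (high scan only, no fold minimum, without MB452 pool A), MAGI3 (high scan only, without control pool A), VEGFA (without control pool B, feature of the RefSeq ID, most variable feature), PARD6B (low scan only), PSMB6 (low scan only, without control pool B, without MB452 pool A), PSMA4 (feature of the RefSeq ID, most variable feature) and GJC1 (without control pool A). CD2AP and MAGI3 also passed with the low scan for saturated spots, a setting chosen after seeing the values. ACTB, PARD6B and PSMB6 passed in the low scan without features saturated in it, chosen after seeing the values, where 9 of the 16 genes of Table 1, 4 of the 8 tubulins and 4 of the 6 proteasome genes did not pass. There ACTB had a log2 fold change of 0.351 against 0.411 for the paper's fold, within the SD between pools. CPSF2, PSMB7 and PSMD12 passed in no setting that was run. Of the 16 genes of Table 1, 9 had at least 1 feature past the threshold. CLDN3, which the paper's text gives as not changed, stands in its Table S3 among changed genes, and did not pass here.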

Other observations

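Of 19 measured genes of cholesterol synthesis, 6 were higher past the study's threshold with MB452 and none was lower. The count of 6 was 3 with the high scan only, 2 without MB452 pool B and 4 without control pool A. Beside INSIG1 these were HMGCS1, with a log2 fold change of 0.54 (standard error 0.15) and 0.599 in the low scan for its saturated feature, STARD4, with 0.44 (standard error 0.082), SQLE, with 0.30 (standard error 0.094), CYP51A1, with 0.29 (standard error 0.089) and 0.40 in the low scan, and SREBF2, a transcription factor of the pathway, with 0.28 (standard error 0.086). The camera adjusted p was 0.00413 (adjusted p = 0.461 with an estimated correlation), 0.054 with the high scan only and 0.069 without MB452 pool B. In the amino acid and endoplasmic reticulum stress list 4 of 24 genes were higher and 1 lower, and 2 were higher without MB452 pool B. Beside HSPA5, DNAJB9 had 0.53 (standard error 0.13), DDIT3, a stress transcription factor, 0.48 (standard error 0.12), XBP1 0.31 (standard error 0.12), with 0.68 in the low scan for its saturated feature, and PSAT1 -0.30 (standard error 0.067). Its camera adjusted p was 0.00553 (adjusted p = 0.451 with an estimated correlation), and 0.17 with the high scan only and 0.10 without MB452 pool B. Among immediate early genes, beside EGR1, the higher ones were NR4A1 at 0.48 (standard error 0.16), DUSP5 at 0.33 (standard error 0.101), ZFP36 at 0.31 (standard error 0.097) and CCN2 at 0.28 (standard error 0.098), with a camera adjusted p of 1.15e-06 (adjusted p = 0.418 with an estimated correlation). ZFP36 was not past the threshold in 3, and XBP1, SQLE and DUSP5 in 2, of the 4 fits with 1 pool left out. Adjusted over the list alone, 2 genes of cholesterol synthesis, 4 of the stress list and 1 immediate early gene had an adjusted p under 0.05 in limma, and none had over all genes.

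Of 24 hypoxia targets 2 were higher, MXI1 at 0.39 (standard error 0.11) and KDM3A at 0.38 (standard error 0.062), and 2 lower, ADM at -0.28 (standard error 0.064) and ANKRD37 (camera adjusted p = 0.990). ADM was saturated in the high scan on 2 slides and had -0.422 in the low scan. MXI1 and ADM were not past the threshold in 2, and ANKRD37 in 1, of the 4 fits with 1 pool left out, and ADM and KDM3A were not with the slide as a random block. In the chaperonin and heat shock list 1 of 21 passed, BAG3, at 0.34 (standard error 0.069), with a list median of -0.068 (camera adjusted p = 0.221), and in the p53 list 1 of 18, TNFRSF10B (camera adjusted p = 0.879). No gene passed of 27 of oxidative phosphorylation (camera adjusted p = 1.72e-04, or 0.461 for the adjusted p with an estimated correlation), 38 ribosomal proteins, most of them saturated (1.31e-04, or 0.687 for the adjusted p with an estimated correlation), 22 of enterocyte differentiation (0.0479, or 0.487 for the adjusted p with an estimated correlation), 17 of glycolysis (0.879), 13 NRF2 targets (0.619) and 10 metallothioneins (0.898). The same held for 15 markers of goblet, endocrine and Paneth cells (0.879) and 15 markers of immune, stromal and endothelial cells (0.273). For oxidative phosphorylation the camera adjusted p was 0.061 with the high scan only, 0.059 without control pool A and 0.21 without MB452 pool B, and for enterocyte differentiation it was 0.33 with the high scan only, 0.38 without control pool B and 0.16 without MB452 pool B. Metallothioneins had 0.0069 without control pool B, or 0.62 for the adjusted p with an estimated correlation. The median and mean log2 fold change differed in sign for glycolysis (-0.026 and 7.91e-05), NRF2 targets (-0.0039 and 0.025) and the p53 list (-0.0062 and 0.019).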
